# Light-Induced Transcription in Zebrafish Targets Mitochondrial Function and Heme Metabolism

**DOI:** 10.3390/antiox14101151

**Published:** 2025-09-23

**Authors:** Alessandra Boiti, Hanna T. Weber, Yuhang Hong, Rima Siauciunaite, Sebastian G. Gornik, Nicholas S. Foulkes, Daniela Vallone

**Keywords:** zebrafish, cavefish, D-box, transcriptional regulation, vertebrate evolution

## Abstract

In fish cells, light exposure elevates levels of reactive oxygen species (ROS) and stress-activated MAP kinase activity and thereby induces gene transcription. However, we lack a complete understanding of the function and evolution of this regulatory mechanism. Here, we reveal that a set of mitochondrial and heme metabolism genes is transcriptionally induced in zebrafish cells upon exposure to light or elevated ROS. The integrity of D-box and E-box enhancers in these gene promoters is essential for their transcriptional activation. Furthermore, light-induced transcription of mitochondrial and heme metabolism genes is absent in a cell line derived from the blind Somalian cavefish (*Phreatichthys andruzzii*). This fish species has evolved in perpetual darkness and lacks light-dependent circadian and DNA repair responses as well as D-box-mediated and light- and ROS-induced transcription. PAR-bZip transcription factors bind to and activate transcription via the D-box. Cavefish homologs of these factors share extensive homology with their zebrafish counterparts and lack the deletion mutations that characterize other light-dependent genes in this species. These results extend the role of the D-box as a key regulator of light- and ROS-driven transcription in fish, beyond the circadian clock and DNA repair systems, to also encompass metabolic and mitochondrial function.

## 1. Introduction

Sunlight represents a vital environmental factor for most organisms, ranging from prokaryotic algae to highly complex multicellular organisms, and has been shown to affect many physiological processes at the cellular and organismal levels [1,2,3,4,5,6]. For example, the energy in sunlight is efficiently harnessed into chemical energy by the process of photosynthesis, and sunlight represents the most potent entraining signal (*zeitgeber*) for the circadian clock [7,8], enabling organisms to anticipate daily environmental changes and thereby to enhance survival [9,10,11]. However, both the visible and UV wavelengths of sunlight can also damage macromolecules, for example, inducing inheritable covalent modifications in DNA and influencing the structure and function of proteins [1,12,13,14]. Moreover, cells contain many chromophores, such as porphyrins and flavins, which can interact with light, thereby generating reactive oxygen species (ROS). High levels of ROS are toxic, inducing covalent damage in nucleic acids, proteins, and lipids [15,16], as well as influencing the metabolic and redox state of cells [17,18,19].

One key facet of the cellular response to sunlight is light-regulated gene expression. Specifically, the exposure of cells to sunlight triggers the transcription of subsets of genes that are involved in coordinating appropriate cellular responses. However, the molecular mechanisms by which sunlight exposure and its induction of ROS regulate gene expression remain incompletely understood. We have used various fish species, notably the zebrafish (*Danio rerio*), as animal models to explore these mechanisms. Fish cells are remarkable in that they exhibit directly light-entrainable circadian clocks. Direct exposure of explanted fish tissues and even cell lines to light results in entrainment of their peripheral clocks that contrasts with the situation in mammals, which lack direct photoentrainment. Instead, mammals are reliant on the indirect detection of light by specialized retinal ganglion cells in the retina, which express the photopigment melanopsin and indirectly innervate the central clock in the suprachiasmatic nucleus (SCN). Thereby, light entrains the SCN clock and, via a complex network of systemic signals, the central clock in turn coordinates the phase of clocks in peripheral tissues. For this reason, cell cultures generated from zebrafish embryos [20] or from fin biopsies collected from adult and juvenile zebrafish [21] represent powerful in vitro models to explore light-responsive molecular mechanisms and how they modulate gene expression [3,22]. Using these cell culture models, we revealed that exposure of cells to visible light or UV light elevates cellular ROS levels that, in turn, activate MAP kinase stress signaling pathways [23]. Among the nuclear targets of this stress signaling pathway are D-box enhancer sequences present in the promoters of clock and DNA repair genes. These enhancers are necessary and sufficient for the upregulation of transcription in response to visible light, UV light, and ROS [4,23,24].

An important fish model that has provided additional insight into the function, as well as the evolution of light-regulated gene expression, is the Somalian blind cavefish *Phreatichthys andruzzii*. This species has evolved for more than two million years in subterranean phreatic layers completely isolated from surface water beneath the Somalian desert and exhibits extreme troglomorphic phenotypes. These include complete eye loss, absence of body pigmentation, and various metabolic adaptations for surviving their nutrient-poor environment [25]. Importantly, these fish also lack directly light entrainable clocks as well as light-dependent DNA damage repair mechanisms [4,24,26]. This absence of light-dependent functionality is associated with the loss of light-induced expression of clock and DNA repair genes [4,24,26]. As in zebrafish, visible light or UV light exposure induces increases in cellular ROS levels and activation of MAP kinase stress signaling pathways in cavefish [23]. Furthermore, the promoters of these two classes of genes have retained functional D-box enhancers in cavefish, indicating that transmission of the light signal is attenuated downstream of the MAPK pathway and thereby does not permit transcriptional activation in this species. Therefore, comparing cell signaling and gene expression in zebrafish and *P. andruzzii* cells provides an opportunity to identify key elements of light-responsive cell signaling pathways and how they have been shaped over the course of evolution.

The proline and acidic amino acid-rich (PAR) family of bZip transcription factors has been proposed as a key player in the activation of gene expression via D-box elements [27,28]. In vertebrates, this family of transcription factors consists of three transcriptional activators [28], TEF (Thyrotroph Embryonic Factor), HLF (Hepatic Leukemia Factor) and DBP (D-box Binding Protein) [29,30,31,32], as well as the transcriptional repressor NFIL3 (Nuclear Factor, Interleukin 3 regulated, also known as E4 Binding Protein 4 or E4BP4) [33], which all bind specifically to D-box enhancer sequences in various homo- and hetero-dimeric combinations. In zebrafish, six PAR activators (*tef-1*, *tef-2*, *hlf-1*, *hlf-2*, *dbp-1,* and *dbp-2*) and six repressors (*nfil3-1a*, *nfil3-1b*, *nfil3-2a*, *nfil3-2b*, *nfil3-3a*, and *nfil3-3b*) [27,34,35] have been identified. The relative contribution of these various factors to visible light, UV, and ROS-regulated transcription remains unclear. In addition, it is unclear whether only clock and DNA repair genes or also other classes of genes are directly regulated by sunlight via the same mechanism. Putative D-box sequences have also been found in a set of genes related to stress responses, heme metabolism, mitochondrial function, and binding to retinol [36]. In mammals, conserved D-box sequences have also been shown to regulate the expression of genes involved in diverse processes, including xenobiotic metabolism, thyroid hormone production, and glucose and lipid metabolism [37,38,39,40,41]. In mammals, D-box has been documented to serve as a key element within the clock output pathway, regulating the rhythmic expression of genes involved in physiology and behavior via the circadian clock. This is not the case in fish, where D-box plays a distinct role in regulating the expression of genes in response to light, the so-called input pathway of the clock.

While much attention has been focused on light-inducible circadian clock and DNA damage repair genes in zebrafish cell lines, we still lack a global view of light-induced gene expression in this cell model and how this has been shaped over the course of evolution. Here, we performed a transcriptome analysis of a zebrafish embryo-derived cell line acutely exposed to light. We reveal light-dependent activation of a set of mitochondrial and heme metabolism genes in this zebrafish cell line, as well as in zebrafish embryos. The transcription of these genes is induced by light via D-box enhancer elements in their promoters, implicating this mechanism in a broader control of light-mediated gene expression in zebrafish. As previously reported for D-box-regulated clock genes and genes involved in DNA damage repair, light exposure failed to induce expression of mitochondrial and heme metabolism genes in cell lines prepared from the blind cavefish *P. andruzzii*. Finally, we cloned each cavefish PAR bZip transcription factor and compared the sequences with their zebrafish counterparts. We reveal an overall high degree of similarity between the cavefish and zebrafish proteins and no evidence for the C-terminal truncations we previously documented in this cavefish for genes with a light-related function.

## 2. Materials and Methods

All experiments were performed according to local regulations for biology safety level 1 at the Karlsruhe Institute of Technology (permission number KITGF.KA.10.02).

### 2.1. Zebrafish Embryos

The wildtype WIK zebrafish strain (WIK, *Danio rerio*) was maintained at 28 °C in water circulation systems, under 14:10 light/dark conditions, and fed twice daily [42] (general license for fish maintenance and breeding: Az.: 35-9185.64/BH KIT IBCS-BIP Karlsruhe Institute of Technology (KIT)). Six-month-old fish were crossed to produce embryos for a subset of our experiments. Crossing was performed according to standard methods [42]. All husbandry and experimental procedures were performed following European Legislation for the Protection of Animals used for Scientific Purposes (Directive 2010/63/EU). Embryos were raised for four days in complete darkness, in 28 °C incubators in E3 medium, with the addition of 200 µM 1-phenyl 2-thiourea (PTU) from 24 hpf onwards. At the beginning of the fourth day (96 hpf), embryos were exposed to blue light for up to 6 h (up to 102 hpf) and sampled during this period of illumination. Therefore, the embryos were sacrificed before the free-feeding stage was reached (120 hpf), at which point ethical board approval is required in Germany.

### 2.2. Cell Culture and Treatments

Zebrafish (PAC-2) [20] and cavefish (EPA) embryo-derived cell lines [23] were cultured in Leibovitz L-15 medium (Gibco - Thermo Fisher (Waltham, MA, USA)) supplemented with 15% or 20% Fetal Bovine Serum (FBS, Gibco), respectively, 100 U/mL of penicillin, 100 µg/mL of streptomycin, and 50 µg/mL of gentamicin (Gibco) in an atmospheric CO_2_, non-humidified incubator at 26 °C. For all experiments, cells were seeded in 96-well, 24-well, or 6-well plates at 3 × 10^4^ cells/well, 8 × 10^4^ cells/well, or 3 × 10^5^ cells/well, respectively. As a proxy for elevated ROS, PAC-2 and EPA cells were treated with 300 µM H_2_O_2_, and in order to eliminate any possible direct effects of light exposure, all cells were maintained in constant darkness during the treatment period. Precise experimental details are described in the Figure Legends and Section 3.

### 2.3. Lighting Conditions

Cell and embryo illumination was performed at a constant temperature using a monochromatic blue LED light source (λpeak = 468 nm, Kopa (Barcelona, Spain)) adjusted to deliver the photon flux (1.42 ± 0.04 × 10^18^ photons/s/m^2^). Precise details of lighting conditions in our experimental analysis are provided in the Figure Legends and Results sections.

### 2.4. RNA Extraction and RT-qPCR Analysis

After two days in darkness, PAC-2 and EPA cells were exposed to up to 6 h of blue light, and samples were collected in Trizol reagent (Thermo Fisher (Waltham, MA USA)) for RNA extraction. Total RNA was extracted according to the manufacturer’s instructions. Total RNA (4 µg) from PAC-2 and EPA cells was shipped to Novogene (UK) for mRNA sequencing and preliminary bioinformatic analysis. For gene expression analysis, reverse transcription was performed with the RevertAid reverse transcription kit (Thermo Fisher) using random primers. SyBrGreen (Promega (Walldorf, Germany)) master mix was used for quantitative PCR analysis in the Real-Time PCR ABI QuantStudio3 qPCR Cycler (Thermo Fisher). Primers are shown in Supplementary Table S1. Data were analyzed according to the 2^−ΔΔCT^ method, and expression of *β*-actin was used for normalization.

### 2.5. RNA-Seq Analysis

Sequencing using the Illumina platform, as well as subsequent quality control (error rate distribution, GC-content distribution, and data filtering), mapping to the reference genome (GRCz11 for the *D. rerio* dataset), and gene expression quantification were performed by Novogene UK. Since there is no available reference genome for the cavefish *P. andruzzii*, de novo transcriptome analysis was performed for both species. Briefly, Trinity software version 2.13.2 [43] was used to assemble the short reads into full transcripts, which were then quantified and annotated via alignment of the transcripts and the longest Open Reading Frame (ORF) against UniProt via Blast-X version 2.13 alignment. Domains were predicted via alignment in the PFAM database. Transcripts within the datasets were quantified and excluded based on the Transcript Per Million (TPM) cut-off of 5. For all analyses, transcripts were quantified for each sample, and Differential Expression analysis was performed across all timepoints, considering transcripts with |logFoldChange| >= 1 and adjusted *p*-value < 0.001 to be differentially expressed. Finally, functional enrichment testing was performed via Gene Ontology (GO) analysis on 0 h vs. 6 h Differentially Expressed Genes (DEGs). A detailed pipeline for the analyses is shown in Figure 1.

### 2.6. mRNA Stability Assay

Actinomycin-D was used as an inhibitor of cellular transcription. PAC-2 cells were treated with 5 µg/mL Actinomycin-D (A1410, Sigma-Aldrich (St. Louis, MO, USA)) before exposure to blue light (t = 0 h), and samples were collected in Trizol at 1, 3, and 6 h. Controls treated with Actinomycin-D were kept in darkness. Following RNA extraction and cDNA synthesis, RT-qPCR was used to measure the relative amounts of mRNA present in the samples. Primers used are listed in Supplementary Table S1.

### 2.7. Promoter Bioinformatic Analysis

Promoter region sequences, 1 kb upstream of the Transcription Start Site (TSS) plus the 5′ untranslated regions of genes, were retrieved using BioMart from Ensembl release 109 (GRCz11). Clover [44] was used to screen the promoters for putative D-box and E-box sequences. Putative light-responsive promoter fragments containing D-box-like and E-box-like motifs were cloned into the pGL3Basic (Promega) luciferase expression vector. A smaller fragment of *hebp2* (144 bp) was cloned into the minimal promoter luciferase expression vector pLucMCS (Stratagene (La Jolla, CA, USA)). The sequences of single, predicted D-box and E-box sequences were mutated (4–6 bp each) using the Q5^®^ Site-Directed Mutagenesis kit (Promega) with the aim of disrupting the enhancer function.

### 2.8. P. andruzzii PAR-bZip Transcription Factor Cloning

Rapid Amplification of cDNA Ends (RACE) PCR (SMARTer RACE 5′/3′ Kit, Takara Bio (San Jose, CA, USA)) was used to amplify the 5′ and 3′ ends of the HLF-1, TEF-2, and Nfil3-1b sequences of the Somalian cavefish according to the manufacturer’s instructions. The sequences for the other PAR-bZip and Nfil3 transcription factors were obtained from a partial genome sequencing dataset after confirmation via alignment with the zebrafish counterparts. The complete mRNA coding sequences were amplified from EPA cell cDNA and cloned into the CMV-driven pCS2-MTK vector for expression in eukaryotic cells. The start codon was mutated so that a 5′ 5x myc-tag sequence (EQKLISEEDL) was incorporated adjacent to the N-terminus of each PAR factor. All cloning was confirmed first by sequencing (Microsynth Seqlab, Göttingen, Germany) and then by their expression in transiently transfected cells via Western blot analysis for the myc-tagged proteins (see Supplementary Figure S2). The zebrafish PAR-bZip and Nfil3 factors studied were cloned previously [34].

### 2.9. Western Blotting

PAC-2 cells in 6-well plates were transfected with 1 µg of the zebrafish and cavefish PAR-bZip expression vectors and kept in darkness for 48 h before lysis with Passive Lysis Buffer (Promega). Samples were run on 10% polyacrylamide-SDS gels together with the Color Prestained Protein Standard, Broad Range (10–250 kDa, New England BioLabs (Ipswich, MA, USA)), and blotted onto Immobilon^®^-P PVDF membrane (Merck Millipore, Tullagreen, Ireland). A mouse anti-Myc tag antibody (1:1000, Sigma-Aldrich) and goat anti-mouse polyclonal antibody (1:7500, Sigma) were used to detect protein expression. Visualization was performed by using the ECL detection system (Bio-Rad, (Hercules, CA, USA)). Images were acquired and analyzed by using Image Lab Software version 6.1.0 build 7 (Bio-Rad). Western blot data are presented in Supplementary Figure S2.

### 2.10. Cell Transfection and Bioluminescence Assays

Transfection was performed 24 h following cell seeding using FuGene HD (Promega), as described elsewhere [4,23,24]. For in vivo bioluminescence assays, 25–100 ng of the luciferase reporter plasmid was transfected into each well of a 96-well plate. After 24 h, 0.5 mM D-luciferin Firefly potassium salt (FL08607, Biosynth, (Bratislava, Slovakia)) was added to the culture medium, and bioluminescence was measured each hour using Topcount NXT or Envision counters (Perkin Elmer (Shelton, CT, USA)). For in vitro experiments, cells were transfected with 50–200 ng of the luciferase reporter vector, 50 ng of the *β*-galactosidase expression vector (pcDNA3.1/myc-His/lacZ, Invitrogen (Carlsbad, CA, USA)), and 1 ng of the pCS2-MTK expression vector containing the transcription factor of interest and lysed after 48 h using Firefly Lysis Buffer. The cell lysates were used for luciferase assays, and a *β*-galactosidase assay served as a control for transfection efficiency normalization. All transiently transfected fish cell culture experiments and standard molecular cloning methodology were performed according to local regulations for biology safety level 1 at Karlsruhe Institute of Technology (Permission number KITGF.KA.10.02)).

### 2.11. Statistical Analysis

Data were analyzed and graphs were produced using R software version 4.3.2 and InkScape version 1.4.2. All results are expressed as means ± Standard Error of the Mean (SEM). ANOVA with multiple comparisons post hoc tests (Tukey HSD) or Bonferroni corrections were used to determine significance. Values of *p* < 0.05 were considered to be statistically significant, and values of *p* < 0.05, *p* < 0.001, and *p* < 0.001 are represented in graphs by *, **, and ***, respectively. Detailed statistical information and the data used to make the figures are reported in Supplementary Dataset S1.

## 3. Results

### 3.1. The Light-Induced Transcriptome in Zebrafish Cells

In order to obtain a view of the full scope and, ultimately, the functional significance of light-induced gene expression in zebrafish cells, we initially characterized the light-induced transcriptome in the PAC-2 zebrafish cell line (originally established from zebrafish embryos [20]). Thus, PAC-2 cells were first kept in complete darkness for two days to ensure significant downregulation of light-induced gene expression as well as a dampening of clock-regulated gene expression, and then they were exposed to one, three, or six hours of Blue Light (BL) prior to RNA extraction. A monochromatic blue light source (λpeak = 468 nm) was chosen based on previous studies demonstrating a robust transcriptional response upon exposure to this wavelength [23]. Furthermore, by sampling at these timepoints, elevated mRNA levels were detected for all previously characterized light-regulated genes [4,23,45]. 

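The mRNA of clock and DNA-repair genes rose in PAC-2 cells during blue light. In this dataset, dark libraries were made at 0 h only, so that effects of light and of elapsed time cannot be told apart. The paper reports no significant change of *abcb6a*, *hebp2*, *soul5* and *per2* in control cells kept dark (Figure S1). *per2*, a repressor of the circadian clock, increased from 437 ± 15.4 normalized counts (SD, n = 3) at 0 h to 7938 ± 465 at 3 h and 5567 ± 282 at 6 h. *cry1aa*, a clock cryptochrome, increased from 1838 ± 91.6 at 0 h to 7683 ± 130 at 3 h and 6712 ± 54.2 at 6 h. Among the DNA-repair genes, *cry5*, which the paper calls *6-4phr* and which encodes the photolyase of 6-4 photoproducts, went from 117 ± 11.0 to 2799 ± 58.9 normalized counts at 6 h. *xpc*, the damage sensor of nucleotide-excision repair, went from 315 ± 29.7 to 3361 ± 109. *ddb2*, which encodes a protein that binds UV-damaged DNA, went from 40.7 ± 19.8 to 411 ± 98.7, and *cry-dash*, another member of the photolyase and cryptochrome family, from 154 ± 9.00 to 1397 ± 43.7. *per1b*, a clock gene, moved the other way, from 758 ± 72.6 normalized counts at 0 h to 243 ± 29.4 at 6 h.
The log2 fold change of *per2* was 4.18 at 3 h (standard error 0.06, adjusted p = 5.6e-17 from edgeR's quasi-likelihood test) and 3.67 at 6 h (standard error 0.06, adjusted p = 1.5e-16). For *xpc* it was 3.42 at 6 h (standard error 0.07, adjusted p = 1.5e-15 from edgeR) and for *per1b* −1.64 (standard error 0.09, adjusted p = 1.1e-09). The call of *ddb2* at 6 h (log2 fold change 3.34, standard error 0.41, adjusted p = 0.00022 from edgeR) ended without 0 h replicate 1 (log2 fold change 3.40) and without 6 h replicate 1 (3.36), and when 6 h and 0 h were fitted without the other times (3.35). After 1 h, *per2* had a log2 fold change of 0.31 (standard error 0.07, adjusted p = 0.11 from edgeR), while *cry5* had a log2 fold change of 1.10 (standard error 0.08, adjusted p = 1.2e-06), a call that ended when 1 h and 0 h were fitted alone (1.09).

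**Figure D1:**
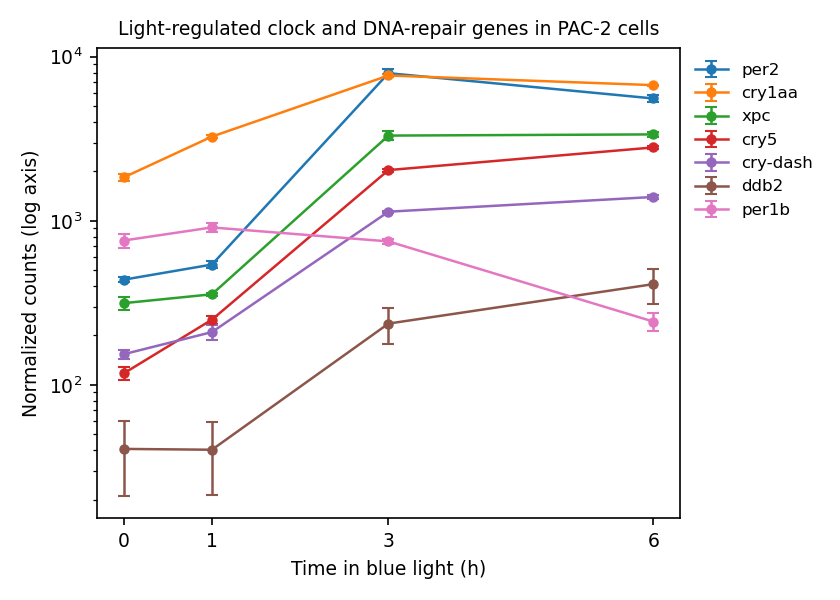
Mean normalized counts (log axis) of 7 clock and DNA-repair genes in PAC-2 cells against the time in blue light in hours. Points are means over 3 libraries and bars are SDs. *per2* and *cry1aa* are highest at 3 h, and *per1b* is lowest at 6 h.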

A control sample not exposed to blue light was harvested as time 0 (dark control, DD) (see the experimental scheme in Figure 2A). RNA extracted from the cell samples was subjected to quality control assurance (Nanodrop and Agilent 5400 assay systems) before sequencing and performing bioinformatic analysis. The resulting dataset can be downloaded from GEO (GSE290582).

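The dataset holds 12 RNA-seq libraries of PAC-2 cells, a fibroblast cell line, with 3 libraries each at 0 h (DD control) and after 1 h, 3 h and 6 h of blue light. mRNA was selected by its poly-A tail and sequenced as paired-end reads. The sequencing provider mapped the reads to the zebrafish genome build GRCz11 and quantified them per gene. The deposited table gives whole-number counts for 35886 genes, of which 3985 are loci assembled from the reads without an annotated gene. The aligner, the counting program, the annotation release and the strand setting are not given in the sources used here, so that counts of overlapping genes and of near-identical copies are uncertain.
At 0 h, the libraries held 20037859 to 26161339 counts (median 20447736), at 1 h 21252428 to 31333859 (median 29883078), at 3 h 24748547 to 32521127 (median 24808050) and at 6 h 23059619 to 29104078 (median 23169814). The cells expressed genes typical of fibroblasts. Of 25 fibroblast markers, 18 lay above 10 TPM (a level scaled by gene length and library total, computed here from the counts) at 0 h, with a median of 45.4 TPM, led by the collagen gene *col1a2*. Of the markers of other cell types, 3 of 16 for epidermis, 5 of 22 for muscle, 3 of 19 for neural cells, 2 of 14 for pigment cells, 2 of 15 for endothelium, 1 of 20 for blood and immune cells and 0 of 18 for liver and yolk exceeded 1 TPM. The epidermis markers above it included the keratin genes *krt8* (1000 ± 72.6 TPM at 0 h) and *krt4* (83.7 ± 4.95 TPM). The pigment cell marker *dct* (182 TPM), the muscle marker *acta1a* (60.8 TPM), the epidermis marker *cdh1* (30.2 TPM) and the endothelium marker *kdr* (21.2 TPM) also exceeded 10 TPM. Of 32 opsin genes, 2 exceeded 1 TPM.
Counts were normalized with TMM factors, and each light exposure was compared with 0 h by edgeR's quasi-likelihood test in a fit of all 12 libraries, over the 18017 genes with enough counts for a test. As in the paper, DEGs had an absolute log2 fold change of at least 1 and an adjusted p under 0.001. Normalized counts are given as mean ± SD over 3 libraries. The sources do not say whether the 3 libraries of a time came from separately grown cultures, so that the p-values measure the spread between these libraries, which may be technical. With 3 libraries against 3, an exact permutation test cannot go below p = 0.1.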

Differentially Expressed Genes (DEGs) in zebrafish cells were identified as having a |log_2_FoldChange| > 1 and *p*-value adjusted for multiple comparisons *p*-adj < 0.001. A total of 331 genes were differentially expressed after either 1, 3, or 6 h of blue light exposure compared to the DD control. 

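Over the 3 exposures, 294 genes were differentially expressed against the DD control, 276 of them upregulated and 18 downregulated at any time (44 downregulated without 0 h replicate 3, 42 with DESeq2 and 29 with no filter). The strongest response at 6 h was that of *soul5*, a gene of the SOUL family of heme-binding proteins on chromosome 3 (53476155 to 53486169, GRCz11), which went from 546 ± 32.6 to 40260 ± 2575 normalized counts. *hebp2*, another heme-binding protein gene, on chromosome 20 (30894093 to 30901034), went from 114 ± 22.8 to 4834 ± 363. *crtac1a*, on chromosome 1 (54934522 to 54947592), had a log2 fold change of 4.07 (standard error 0.06). Among the 10 largest increases were also genes with few counts in the dark, namely *nr5a5* (1.16 ± 0.195 to 58.5 ± 11.2), *frs3* (1.54 ± 1.92 to 59.5 ± 8.26), *si:ch211-168k14.2* (0.438 ± 0.758 to 20.9 ± 2.92) and *AL954137.2* (6.09 ± 6.15 to 214 ± 13.5), for which the size of the fold is poorly determined. The call of *si:ch211-168k14.2* ended without 0 h replicate 1, 0 h replicate 2 or 6 h replicate 2. The remaining places were taken by *cry5* and by a pair of loci without an annotated gene, one of which rose from 23.4 ± 10.8 to 467 ± 20.4 normalized counts. Besides that of *per1b*, given above, the largest decreases at 6 h were those of the clock genes *per1a* (163 ± 8.37 to 27.2 ± 3.92) and *ciarta* (671 ± 34.2 to 225 ± 3.81), of the PAR-bZip factor *dbpb* (302 ± 4.34 to 98.6 ± 6.33), and of *cdkn1a*, which encodes an inhibitor of cyclin-dependent kinases (1145 ± 42.0 to 469 ± 43.7). Their log2 fold changes ranged from −2.58 for *per1a* to −1.29 for *cdkn1a* (adjusted p = 2.6e-09 and 1.2e-09 from edgeR).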

Blue light mostly led to the upregulation of genes at 3 and 6 h (Figure 2B–D for up- and downregulated genes, respectively). 

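At 3 h, 127 genes were upregulated and 5 downregulated, and at 6 h, 264 were upregulated and 13 downregulated, so that 96.2% and 95.3% of the DEGs at these times were higher in blue light. At 1 h, 4 genes were upregulated. These were *lonrf1l*, which encodes a protein with LON and RING domains (log2 fold change 2.15, standard error 0.07, adjusted p = 5.1e-11 from edgeR), *soul5* (1.28), *nfil3-6*, which encodes an Nfil3 transcription factor (1.22), and *cry5*. The call of *nfil3-6* at 1 h ended without 0 h replicate 2 (1.12), without 1 h replicate 2 (1.23), when 1 h and 0 h were fitted alone (1.225) and with a test against a fold of 1.2 (glmTreat). No gene was downregulated at 1 h with edgeR, against 1 with DESeq2, while 475 genes were lower and 610 higher at an unadjusted p under 0.05. Of the 127 genes upregulated at 3 h, 115 were also upregulated at 6 h, where 2 independent lists of these sizes would share 1.86 genes. Unchanged groups simulated against shared dark libraries had 0 calls at either time in 10 runs and so shared 0 genes. These runs leave out genes that do change, for which part of the overlap may come from the 3 dark libraries that both comparisons share. The 5 genes downregulated at 3 h were *nr1d4b*, a gene of the Rev-erb family of clock repressors, *ahr1b*, *socs6a*, *rap2aa* and a locus without an annotated gene, with log2 fold changes of −1.66 to −1.03. All 5 calls, that of the locus included, ended with glmTreat and without single libraries at 0 h or 3 h, and those of the 4 annotated genes also when 3 h and 0 h were fitted alone (−1.65, −1.49, −1.085 and −1.02). That of *nr1d4b* ended without 0 h replicate 1 (−1.54) or 3 (−1.63) or any 3 h library (−1.70, −1.83 and −1.46), and that of *ahr1b* without any 0 h library (−1.55, −1.39 and −1.54), any 3 h library (−1.61, −1.40 and −1.48) or 6 h replicate 3 (−1.49) and with the trend with gene span removed, a setting chosen after seeing the data (−1.39). That of *socs6a* ended without any 0 h library (−1.11, −1.09 and −1.08) or 3 h replicate 1 (−1.07) or 2 (−0.999), and that of *rap2aa* without 0 h replicate 1 (−0.996) or 2 (−0.95) or 3 h replicate 1 (−0.99) or 3 (−0.99). The 13 genes downregulated at 6 h became 21 without 0 h replicate 1.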

Gene Ontology (GO) analysis of the genes upregulated at 6 h was performed to categorize the biological processes, cellular compartments, and molecular functions affected by light exposure. The top 25 enriched GO terms are shown in Figure 2E. 

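The clock genes did not all move in the same direction. Of 23 clock genes with enough counts, 4 were upregulated at 6 h and 3 downregulated (11 higher and 6 lower at an adjusted p under 0.05 when adjusted over the list alone). The upregulated genes were *per2*, *cry1aa*, *cry1ba*, another cryptochrome gene (log2 fold change 2.11, standard error 0.29, adjusted p = 0.00045 from edgeR), and *rorcb*, which encodes a nuclear receptor that activates clock genes (1.09, standard error 0.10, adjusted p = 3.4e-07), with 0.96 once the trend with gene length was removed, a setting chosen after seeing the data. The call of *cry1ba* ended without 0 h replicate 1 (1.95) or 3 (1.92), without 1 h replicate 2 (2.11), without any 6 h library (2.10, 2.15 and 2.09), without a filter on low counts (2.11), when 6 h and 0 h were fitted alone (2.13) and with glmTreat. *per1a*, *per1b* and *ciarta* were downregulated. The list as a whole was shifted upward against the other genes (camera, adjusted p = 0.00114), but not with an estimated correlation between its genes (adjusted p = 0.126). Of 7 genes of the PAR-bZip and Nfil3 factors, which bind D-box elements, *nfil3-6* was upregulated (3.22, standard error 0.12) and *dbpb* downregulated (−1.61, standard error 0.12), while *tefa* had a log2 fold change of 0.87 (standard error 0.05).
GO terms were tested on the transcripts that the authors assembled without a genome from the same libraries (Trinity genes), since the GO annotation used here is given for these. Of 9421 annotated Trinity genes, 136 were upregulated at 6 h, and 32 terms were tested with one-sided Fisher's exact tests and Benjamini-Hochberg adjustment. The terms were fixed before the test, but most were taken from what the paper reports for these same libraries. Their enrichment in PAC-2 cells is therefore not independent evidence. For circadian rhythm, 6 of 61 genes were upregulated, with 0.88 expected (adjusted p = 0.0015 from Fisher's exact test), and for entrainment of the circadian clock by photoperiod, 4 of 26, with 0.38 expected (adjusted p = 0.00176). With a single Trinity gene per UniProt name, both terms had an adjusted p of 0.0952 from Fisher's exact test. For circadian regulation of gene expression, the numbers were 4 of 59 genes (adjusted p = 0.0252 from Fisher's exact test), and for response to light stimulus 3 of 22 (adjusted p = 0.00988), and with a single Trinity gene per name 0.291 and 0.405. These were Trinity genes whose best UniProt match was PER2_CHICK (log2 fold change 3.66), a cryptochrome such as CRY1_SYLBO (2.32) and CRY1_ARATH (3.49), or an Nfil3 protein. The Nfil3 matches were NFIL3_XENLA (3.22) and NFIL3_XENTR (1.08). The call of NFIL3_XENLA ended when 6 h and 0 h were fitted alone (3.23).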

As expected, the gene set was significantly enriched in the GO terms related to circadian clock regulation and circadian clock entrainment by photoperiod. Other significantly enriched categories included DNA damage response and DNA repair, as well as response to hydrogen peroxide and oxidative stress, detoxification processes, and glutathione biosynthesis. 

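Some of the DNA-repair genes rose in blue light. Of 27 genes for the repair of light-induced DNA damage, 7 were upregulated at 6 h (10 higher and 4 lower at an adjusted p under 0.05 when adjusted over the list alone), and the list was shifted upward (camera, adjusted p = 1.92e-16, and adjusted p = 0.0018 with an estimated correlation). Besides *cry5*, *cry-dash*, *xpc* and *ddb2*, these were *neil1* (log2 fold change 1.48, standard error 0.10) and *apex1* (1.31, standard error 0.06) of base-excision repair, and *ercc6* (1.22, standard error 0.13) of transcription-coupled repair.
Of 20 genes of glutathione metabolism and Nrf2 targets, 4 were upregulated (11 higher when adjusted over the list alone; camera, adjusted p = 4.64e-11, and adjusted p = 0.0018 with an estimated correlation). These were *gclc* (1.22, standard error 0.04) and *gss* (1.14, standard error 0.19), which encode enzymes of glutathione synthesis, and *nfe2l2a* (1.28) and *nfe2l2b* (1.54), the genes of the Nrf2 transcription factors. The call of *gss* ended without 0 h replicate 2 (0.98) or 6 h replicate 2 (1.08) and with glmTreat. Of 18 genes for the removal of peroxide and superoxide, *prdx1*, which encodes a peroxiredoxin, was upregulated (1.11, standard error 0.05), and catalase (*cat*, 0.66) and superoxide dismutase (*sod1*, 0.85) stayed under the fold threshold. The shift of this list (camera, adjusted p = 0.00888) was lost with an estimated correlation (adjusted p = 0.597). Of 9 targets of the xenobiotic receptors Ahr and Pxr, which include transporters and enzymes of detoxification, 4 were upregulated (*abcc1* 1.42, *abcc4* 1.39, *ephx1* 1.29 and *nr1i2* 1.10; camera, adjusted p = 6.13e-09, and adjusted p = 0.0018 with an estimated correlation).
In the GO test, DNA repair was enriched (7 of 181 genes, 2.61 expected, adjusted p = 0.0354 from Fisher's exact test), as were response to oxidative stress (4 of 68 genes, 0.98 expected, adjusted p = 0.0354) and antioxidant activity (3 of 11 genes, 0.16 expected, adjusted p = 0.00176). For DNA repair and response to oxidative stress, the adjusted p of Fisher's exact test was 0.0711 and 0.0613 when genes were called at an adjusted p under 0.05. The adjusted p was 0.0632 and 0.0566 with calls from DESeq2, and 0.058 and 0.054 with a single Trinity gene per UniProt name. DNA repair also lost its enrichment without any single library except 1 h replicate 3 (5 or 6 genes of 181, adjusted p from 0.0807 to 0.196 from Fisher's exact test). DNA damage response (2 of 159 genes, adjusted p = 0.897 from Fisher's exact test), glutathione metabolic process (1 of 28, adjusted p = 0.528) and glutathione biosynthetic process (1 of 6, adjusted p = 0.149, but 0.00729 without 0 h replicate 1 and 0.00612 without 6 h replicate 3) were not enriched among direct annotations. Response to hydrogen peroxide had 0 of 31 genes with either edgeR or DESeq2, and no gene was annotated directly with detoxification.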

Interestingly, the GO results also revealed significant enrichment of processes related to mitochondria structure and function, as well as to heme biosynthesis and metabolism.

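In the GO test on the assembled transcripts, 32 of 883 genes annotated to the mitochondrion were upregulated at 6 h, with 12.8 expected (adjusted p = 7.59e-06 from the one-sided Fisher's exact test). Within this organelle, the inner membrane (13 of 308 genes, adjusted p = 0.00176 from Fisher's exact test), the matrix (9 of 205, adjusted p = 0.00825, but 0.126, 0.0572, 0.0781 and 0.0905 without 0 h replicate 1 and without 6 h replicate 1, 2 and 3) and the assembly of respiratory complex II (2 of 4, adjusted p = 0.0039) were enriched, and the outer membrane was not (5 of 115, adjusted p = 0.0506, and 0.0208 to 0.0496 with any 1 library left out). For heme binding, 8 of 48 genes were upregulated, with 0.69 expected (adjusted p = 5.7e-06 from Fisher's exact test). They included the Trinity gene of *soul5*, whose best UniProt match is HEBP2_HUMAN (log2 fold change 6.14), a second one with the same match (2.09), ABCB6_XENTR (2.46), the heme oxygenase HMOX2_HUMAN (1.80), COX15_MOUSE, which makes heme A for cytochrome oxidase (1.43), and cytochrome b5 (CYB5_HUMAN, 1.07). The calls of CYB5_HUMAN (1.07) and of the ferrochelatase HEMH_XENLA (1.78) ended when 6 h and 0 h were fitted alone. For heme biosynthetic process, 4 of 24 genes were upregulated (adjusted p = 0.00176 from Fisher's exact test), namely ferrochelatase (HEMH_XENLA, 1.77), TSPO_HUMAN (2.78), ISCA1_DANRE, an iron-sulfur cluster protein (1.41), and COX15_MOUSE. Heme transport (1 of 5, adjusted p = 0.132 from Fisher's exact test, but 0.00691 with genes called at an adjusted p under 0.05 and 0.00712 with calls from DESeq2) and iron ion binding (1 of 53, adjusted p = 0.749) did not pass. Oxidoreductase activity, with 13 of 148 genes and 2.14 expected, had an adjusted p of 5.7e-06 from Fisher's exact test. In all, 15 of the 32 terms passed at an adjusted p under 0.05, and 9 did with a single Trinity gene per UniProt name.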

### 3.2. Effect of Light on Mitochondrial and Heme Metabolism Genes

Among the new classes of genes found to be light-regulated were genes involved in the biosynthesis and transport of heme and other porphyrins (*abcb6a*, *blvra*, *fech*, *slc40a1*/*ferroportin1*, *slc48a1a*, *tfr1a*, and *tspo*), as well as genes encoding heme-binding proteins and hemoproteins (*txbas1*, *cyb5a*, *cyp1ae1*, *hebp2*, and *soul5*). 

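All 12 of these genes were higher at 6 h of blue light than in the dark. The increase was largest for *soul5* (log2 fold change 6.21, standard error 0.08, adjusted p = 4.9e-18 from edgeR's quasi-likelihood test) and *hebp2* (5.38, standard error 0.11, adjusted p = 5.4e-14). *fech* encodes ferrochelatase, which inserts iron into protoporphyrin in the last step of heme synthesis. It went from 57.1 ± 12.5 to 770 ± 10.8 normalized counts (log2 fold change 3.75, standard error 0.12, adjusted p = 5.5e-13 from edgeR) and lies on chromosome 21 from 1647990 to 1670264. *tspo*, a protein of the outer mitochondrial membrane that binds porphyrins, went from 1859 ± 87.4 to 13060 ± 511 (2.81, standard error 0.07). *blvra*, which reduces biliverdin to bilirubin, went from 140 ± 7.51 to 916 ± 31.5 (2.70, standard error 0.08), and *abcb6a*, a porphyrin transporter on chromosome 1 from 6135176 to 6158609, from 161 ± 12.2 to 932 ± 52.8 (2.53, standard error 0.09). *cyp2ae1*, a cytochrome P450 gene that stands in Supplementary Dataset S1 for the paper's *cyp1ae1*, had a log2 fold change of 2.14 (standard error 0.24). Smaller increases were found for the transferrin receptor gene *tfr1a* (1.46), the heme transporter gene *slc48a1a* (1.44), the iron exporter gene *slc40a1* (1.28), the thromboxane synthase gene *tbxas1* (1.26) and the cytochrome b5 gene *cyb5a* (1.01). At 3 h, *fech* (2.71), *tspo* (2.11) and *abcb6a* (1.73) had already passed the thresholds, while *tfr1a* was at 0.05.
The call of *slc40a1* ended without 0 h replicate 2 (1.21) or 3 (1.25) and without 6 h replicate 2 (1.25) or 3 (1.24), and with glmTreat. That of *tfr1a* ended without 0 h replicate 2 (1.46), 6 h replicate 1 (1.42) or 6 h replicate 2 (1.42) and with 6 h and 0 h fitted alone (1.47), and that of *cyb5a* without 0 h replicate 1 (0.97) or 2 (0.98).
Of 16 genes of heme synthesis, *fech* was upregulated, while 7 were higher and 4 lower at an adjusted p under 0.05 when adjusted over the list alone (camera, adjusted p = 3.47e-05, and adjusted p = 0.0315 with an estimated correlation). *urod*, another enzyme of the pathway, had a log2 fold change of 0.89. Of 18 genes of heme breakdown, transport and binding, 6 were upregulated (11 higher when adjusted over the list alone), with an adjusted p of 7.84e-46 from camera and an adjusted p of 9.29e-06 with an estimated correlation. Of 16 genes of iron handling, 3 were upregulated, *tfr1a*, *slc40a1* and *nfs1*, which supplies sulfur to iron-sulfur clusters (2331 ± 73.3 to 5344 ± 37.0 normalized counts). The list as a whole was not shifted (camera on the edgeR fit, adjusted p = 0.0703). The heme and iron lists share genes with those that the paper reports as upregulated in these same libraries. Shifts of such lists are therefore not independent evidence.

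**Figure D2:**
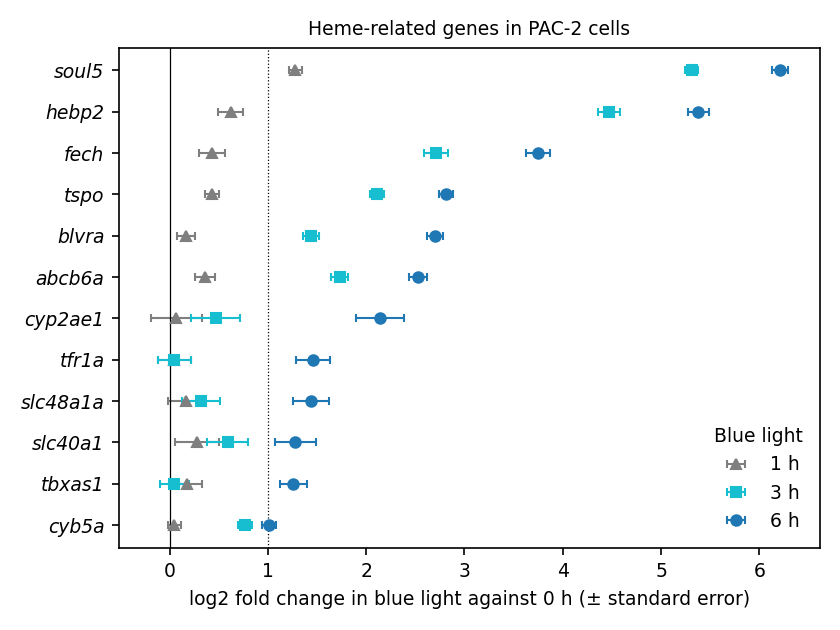
Log2 fold changes of 12 heme-related genes in PAC-2 cells after 1 h, 3 h and 6 h of blue light against 0 h, with standard errors as bars. The dotted line marks a log2 fold change of 1. *soul5* and *hebp2* lie furthest to the right at 3 h and 6 h, and *tfr1a* and *tbxas1* rise between 3 h and 6 h.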

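Of 9 genes for the subunits and assembly of respiratory complex II, 5 were upregulated at 6 h (6 higher and 1 lower at an adjusted p under 0.05 when adjusted over the list alone), with a median log2 fold change of 1.01 (camera, adjusted p = 6.04e-10, and adjusted p = 0.0082 with an estimated correlation). They were the subunits *sdha* (5099 ± 120 to 12540 ± 131 normalized counts, log2 fold change 1.30, standard error 0.05) and *sdhb* (1.10, standard error 0.07), and the assembly factors *sdhaf1* (1.80, standard error 0.10), *sdhaf2* (1.24, standard error 0.18) and *sdhaf3* (1.01, standard error 0.09). The paper names these 5 genes as upregulated in the same libraries, so that the shift of this list is not independent evidence. Of 30 genes of complex I, edgeR and DESeq2 both called 0 (2 higher and 13 lower when adjusted over the list alone, 2 and 17 at an unadjusted p under 0.05, median −0.24), and of 32 genes of complexes III to V also 0 (1 higher and 16 lower when adjusted over the list alone, 1 and 19 at an unadjusted p under 0.05, median −0.20). At 3 h, 23 of the complex I genes and 26 of those of complexes III to V were higher when adjusted over the list alone, with medians of 0.31 in both. The 8 loading control genes tested moved in the same directions, with medians of 0.214 at 3 h and −0.126 at 6 h. The shifts of these lists at 6 h (camera, adjusted p = 0.0145 and 0.00513) were lost with an estimated correlation (adjusted p = 0.709 and 0.711), as were those at 3 h (adjusted p = 0.323 and 0.329). Of 13 genes of the mitochondrial genome, edgeR and DESeq2 called 0 (0 higher and 3 lower at an unadjusted p under 0.05, median log2 fold change −0.14; camera, adjusted p = 0.167).
Other genes for mitochondrial proteins rose as well. *chchd4b*, which imports proteins into the intermembrane space, went from 123 ± 6.24 to 607 ± 40.1 normalized counts (2.30, standard error 0.09, adjusted p = 1.7e-11 from edgeR), and *sirt4*, a mitochondrial sirtuin, from 252 ± 13.4 to 984 ± 42.4 (1.96, standard error 0.08). *ttc19*, a complex III assembly factor (1.25), *afg3l2*, a protease of the inner membrane (1.06), *retsat*, retinol saturase (1.35), *adck1* (1.11) and *bbc3*, which encodes the apoptosis regulator Puma (1.24), were upregulated. Of 19 genes of mitochondrial shape and transport, 5 were upregulated (10 higher and 2 lower when adjusted over the list alone; camera, adjusted p = 2.53e-07, and adjusted p = 0.0103 with an estimated correlation), among them *spg7* (1.56), which encodes a protease subunit of the inner membrane. *zgc:110130*, which Supplementary Dataset S1 lists for the fission factor *mff*, was upregulated (1.03, standard error 0.10), while the gene with the symbol *mff* had a log2 fold change of −0.19 (standard error 0.05). *RAP1GDS1* had a log2 fold change of 1.06 (standard error 0.28) and an adjusted p of 0.014 from edgeR.
The call of *sdhaf2* (adjusted p = 0.00048 from edgeR) ended without any 0 h library (1.34, 1.17 and 1.22), any 1 h library (1.24 each), 3 h replicate 1 (1.24) or 3 (1.24) or 6 h replicate 3 (0.96), without a filter on low counts (1.24), when 6 h and 0 h were fitted alone (1.25) and with glmTreat. That of *spg7* ended without 0 h replicate 1 (1.43) or 3 (1.51) or any 6 h library (1.57, 1.503 and 1.61) and when 6 h and 0 h were fitted alone (1.58). Those of *sdhaf3* (0.99) and *zgc:110130* (0.99) ended without 6 h replicate 3, that of *sdhaf3* also without 0 h replicate 1 (0.99), and that of *bbc3* without 0 h replicate 1 (1.10), 0 h replicate 3 (1.21) or 6 h replicate 2 (1.09) and with glmTreat. With the trend with gene span removed, a setting chosen after seeing the data, *sdhaf3* (0.99) and *adck1* (0.93) did not pass.

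**Figure D3:**
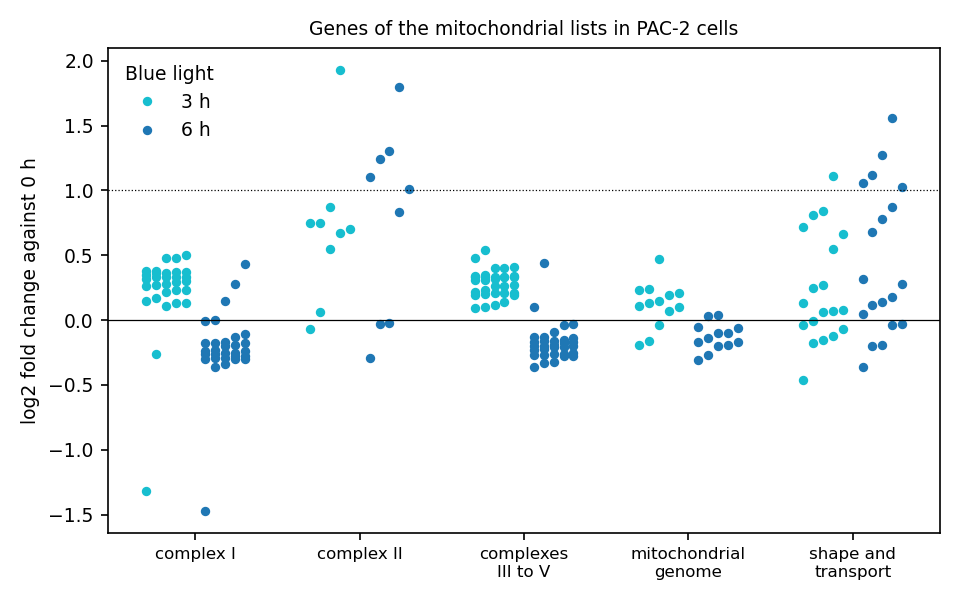
Log2 fold changes at 3 h and 6 h of blue light against 0 h in PAC-2 cells of each tested gene for respiratory complex I, complex II, complexes III to V, the mitochondrial genome, and mitochondrial shape and transport. Each point is a gene, and the dotted line marks a log2 fold change of 1. Points of complex II and of shape and transport reach above 1 at 6 h, while most points of complex I and of complexes III to V lie above 0 at 3 h and below it at 6 h.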

Among the upregulated mitochondria-related genes were those coding for subunits of the ETC complexes and their assembly (*sdha*, *sdhb*, *sdhaf1*, *sdhaf2*, *sdhaf3*, *afg3l2*, *chchd4b*, and *ttc19*), as well as genes involved in the regulation of mitochondrial architecture and connectivity (*mff*, *adck1*, *rap1gd1*, *retsat*, and *trf1a*), and those implicated in the regulation of mitochondrial activity and membrane permeability (*hebp2*, *bbc3*, *retsat*, and *sirt4*). A total of 63 significantly upregulated genes belonging to these categories were identified as a group, which will hereafter be referred to as mitochondria and heme-related genes. 

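In the copy of Supplementary Dataset S1 used here, 62 of these genes are listed, and 60 of them were upregulated at 6 h. Since the paper selected the group from these same libraries, the count is not independent evidence of its direction. The response built up over time, with *soul5* past the thresholds at 1 h and 21 genes past them at 3 h. After *soul5*, *hebp2* and *fech*, the largest log2 fold changes at 6 h were those of *mmel1*, a metalloprotease gene (3.66), and *fam213b*, a gene of the peroxiredoxin-like family (3.48). *bco1l*, a carotenoid oxygenase gene, followed at 2.88. Of the fixed list of 14 genes of carotenoid and retinoid metabolism, 3 were upregulated, namely *bco1l*, *bco2l* (1.49) and *retsat*, and the shift of that list (camera, adjusted p = 0.0159) was lost with an estimated correlation (adjusted p = 0.0741). The other genes of the group lay between 1.01 for *tbrg4* and 2.81 for *tspo*. The pair that did not pass were *pnpo*, which encodes an enzyme of vitamin B6 metabolism (log2 fold change 1.22, adjusted p = 0.13 from edgeR), and *RAP1GDS1*. Without single libraries, 53 to 60 of the genes passed.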

A detailed list of all genes belonging to this group can be found in Supplementary Dataset S1. To validate our RNA-seq results, a subset of genes was selected based on the strength of induction and their established relevance [46,47,48,49,50]. Their induced expression, together with that of light-regulated controls, clock genes (*per2* and *cry1a*), and a DNA-repair gene (*6-4phr*), was confirmed via RT-qPCR. 

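In the RNA-seq data, the genes chosen for RT-qPCR rose by very different factors. From normalized counts divided by the mean of the dark libraries, *soul5* was at 2.42 ± 0.16 times its dark level (SD, n = 3) after 1 h, 39.7 ± 1.85 times after 3 h and 73.7 ± 4.71 times after 6 h. *hebp2* was at 22.6 ± 1.79 times after 3 h and 42.3 ± 3.18 times after 6 h, and *cry5* (*6-4phr*) at 17.4 ± 0.35 times and 23.8 ± 0.50 times. *per2* was highest at 3 h, at 18.2 ± 1.06 times its dark level, and at 12.7 ± 0.64 times after 6 h. *blvra* reached 6.53 ± 0.22 times after 6 h, *abcb6a* 5.78 ± 0.33 times, *slc23a2*, which encodes a vitamin C transporter, 5.34 ± 0.33 times, *sdha* 2.46 ± 0.03 times and *prdx1* 2.16 ± 0.10 times. The identifier that Table S2 gives for *cry1a* carries the symbol *cry1ab* in the deposited table. That gene was at 2.73 ± 0.22 times its dark level after 3 h (log2 fold change 1.44, standard error 0.10, adjusted p = 1.9e-08 from edgeR) and at 1.09 ± 0.09 times after 6 h (adjusted p = 0.42). For *slc23a2*, the change at 3 h (2.16 ± 0.52 times, adjusted p = 0.0032 from edgeR) did not pass the threshold, and that at 6 h did (adjusted p = 4.9e-07).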

Figure 2F represents the RT-qPCR results compared with data obtained by RNA-seq analysis. These results are also consistent with no significant changes in the expression of light-responsive genes occurring in the cell cultures under DD conditions during the 6 h sampling period for the RNA-seq and RT-qPCR analysis (see Figure S1).

### 3.3. Comparative Analysis of Light-Mediated Gene Expression in Zebrafish and Cavefish Cells

In the Somalian cavefish *(P. andruzzii*), we previously reported that light/ROS-induced expression of clock genes and DNA-repair genes is absent [4,23,24,26]. Does this pattern extend to all other light-induced transcripts identified in the zebrafish cell line? Providing answers to this question allows us to assess whether the D-box control mechanism serves as a global regulator of light and ROS-induced gene expression. Thus, as the next step, we compared the light-induced zebrafish transcriptome with RNA-seq data from EPA cells (a cell line previously established from *P. andruzzii* embryos [23]) using the same experimental design.

To date, a complete annotated genome sequence is not available for *P. andruzzii.* Therefore, the transcriptome sequences of both the cavefish and zebrafish cell lines were initially assembled with a de novo pipeline before comparison and analysis (Figure 1). 

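EPA is a cell line from embryos of the blind cavefish *Phreatichthys andruzzii*, and its 12 libraries follow the design of the PAC-2 experiment, with 3 libraries at each of 0 h, 1 h, 3 h and 6 h of blue light. For each cell line, the authors assembled the reads into transcripts with Trinity, named them by their best match in UniProt, left out transcripts under a TPM of 5, and deposited estimated counts per Trinity gene, made with salmon. These expected counts were rounded to whole numbers here. The PAC-2 table holds 24467 Trinity genes, of which 9566 carry a UniProt name, and the EPA table 25656, of which 11069 do. Several Trinity genes can share a name, and a name is that of another species' protein.
The PAC-2 libraries summed to 25642113 to 41784013 estimated counts (medians of 26197837 at 0 h, 38699783 at 1 h, 31965978 at 3 h and 29948699 at 6 h), and the EPA libraries to 28222058 to 40053884 (medians of 31542852, 31331195, 36998603 and 33616335). Each table was normalized and tested on its own with edgeR's quasi-likelihood test at the thresholds used for the genome-based counts, over 23412 Trinity genes in PAC-2 and 23118 in EPA. To compare the cell lines, counts were summed per UniProt name without its species suffix, which gave 6237 names in both tables, and the difference between the 6 h responses was tested in a fit of the libraries of both lines (interaction term, adjusted p under 0.05 and a difference of at least 1 in log2 fold change). Levels are not compared between the tables, which were assembled separately.
In data simulated from these tables with known changes, edgeR recovered 58% of the genes changed by a log2 fold of 1.5 and 79% of those changed by 3 in PAC-2, and 55% and 78% in EPA, with 0 false calls in either table. For the genome-based PAC-2 counts, the shares were 92% and 97%.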

DEGs were identified with the same thresholds as the zebrafish dataset. The analysis showed that the magnitude of transcriptional changes occurring in response to blue light in cavefish cells was much smaller than in zebrafish cells. 

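Individual genes differed in their light response between zebrafish and cavefish cells. Of the 6237 protein names found in both tables, 79 were upregulated at 6 h in PAC-2 cells, with a median log2 fold change of 1.33, and the same names had a median of 0.23 in EPA cells, where 68 of them were above 0. PER2, the clock repressor, had a log2 fold change of 3.66 in PAC-2 and 0.13 in EPA cells (difference 3.53, standard error 0.10, adjusted p = 7.7e-17 from edgeR). Among the names upregulated in PAC-2, the other large differences were those of HEBP2 (3.92 against 0.31), which in PAC-2 sums 4 Trinity genes, those of *soul5* and *hebp2* included, LONF1, a LON-domain protein (3.79 against 0.32), XPC, the DNA-damage sensor (3.40 against 0.83), and TSPO, the porphyrin-binding protein of the mitochondrial membrane (2.82 against 0.29). In all, 59 names had the higher log2 fold change in PAC-2 and 26 the higher one in EPA cells. Among the former were also SDHA (1.31 against 0.25), the heme oxygenase HMOX2 (1.47 against 0.01), the base-excision repair enzyme APEX1 (1.29 against −0.11) and NF2L2, the Nrf2 protein (1.42 against 0.08). The latter included GSH1, the catalytic subunit of glutamate-cysteine ligase, which makes the precursor of glutathione (1.21 against 3.26), its regulatory subunit GSH0 (0.32 against 1.64), and METK2, which makes S-adenosylmethionine (0.48 against 1.81). Of these 26 names, 7 were upregulated in EPA, and 16 fell in PAC-2 by more than they changed in EPA, such as CDN1A (−1.38 against 0.19), UBE2C (−1.04 against 0.11) and PER1 (−1.62 against 0.31). With TMM factors computed over both tables together, 77 names had the higher fold change in PAC-2 and 17 the higher one in EPA.

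**Figure D4:**
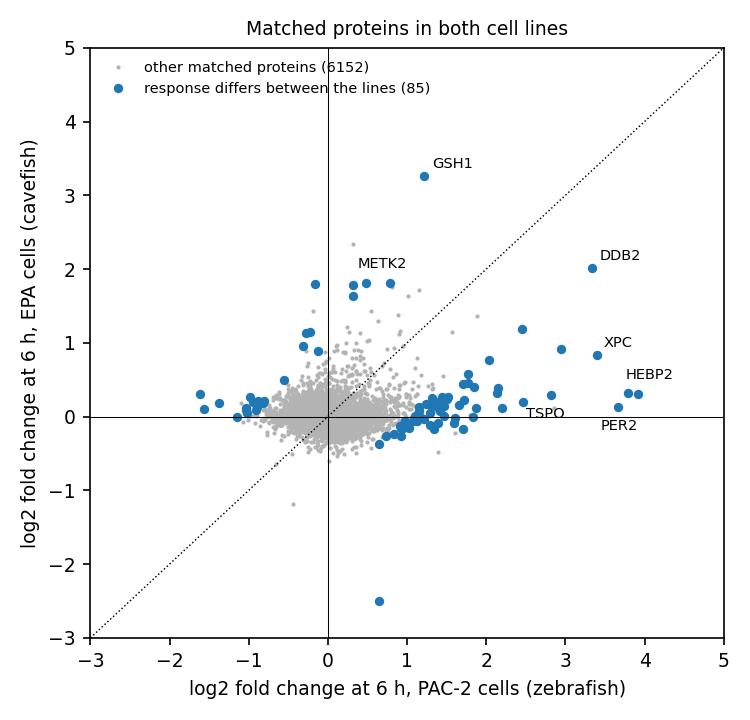
Log2 fold changes after 6 h of blue light in PAC-2 cells (x axis) and EPA cells (y axis) for 6230 protein names found in both tables, with 7 names outside the axes not drawn. Blue points are names whose responses differ between the cell lines, and the dotted line marks equal responses. HEBP2, PER2 and TSPO lie far to the right and near 0 in EPA, and XPC lies far to the right at 0.83 in EPA. GSH1 and METK2 lie above the line of equal responses.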

In the PAC-2 cells, a total of 607 DEGs were identified at 1, 3, or 6 h of exposure to blue light compared to the DD control, while only 278 DEGs overall were identified in cavefish. 

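In the assembled transcripts, 287 Trinity genes of PAC-2 cells were differentially expressed at any time, 268 of them upregulated and 19 downregulated, and 70 of EPA cells, all of which were upregulated. Among the PAC-2 genes with the largest increases at 6 h were the Trinity gene of *soul5* (411 ± 24.7 to 29060 ± 1789 normalized counts), CRAC1_XENTR, a match of *crtac1a* (log2 fold change 4.08), a pair of LONF1 genes (3.82 and 3.76), the transporter S46A3_CHICK (3.76), the photolyase match PHRA_AGRFC (3.74) and PXL2B_DANRE, a peroxiredoxin-like protein (3.55). The largest decreases were those of PER1_RAT (−1.61), CIART_MOUSE (−1.53), CDN1A_FELCA (−1.38), the nuclear import factor IMA1_MOUSE (−1.08) and the ubiquitin-conjugating enzyme UBE2C_XENLA (−1.04). The call of S46A3_CHICK ended without 6 h replicate 1 (3.68), and that of UBE2C_XENLA without 0 h replicate 3 (−0.997). The calls of PER1_RAT, CDN1A_FELCA, S46A3_CHICK and PHRA_AGRFC also ended when 6 h and 0 h were fitted alone, which left 98 upregulated Trinity genes in PAC-2 cells and 8 in EPA cells.
In EPA cells, the largest increase was that of GSH1_HUMAN, which went from 589 ± 13.2 to 5632 ± 461 normalized counts (log2 fold change 3.26, standard error 0.07, adjusted p = 1.4e-08 from edgeR). METK2_MOUSE followed with 2.45, and DDB2_DANRE, the UV-damage sensor, with 2.00 (76.9 ± 4.81 to 308 ± 26.3 normalized counts). The mitochondrial folate enzyme AL1L2_HUMAN (1.80), the stress-induced sestrin SESN2_MOUSE (1.75), CHAC1_DANRE, which degrades glutathione (1.72), the neutral amino acid transporter AAAT_MOUSE (1.72), PNPH_BOVIN, a purine nucleoside phosphorylase (1.69), DDT4L_ONCMY, an inhibitor of mTOR signalling (1.64), and GSH0_RAT (1.64) made up the rest of the 10 largest. The call of DDB2_DANRE ended without 6 h replicate 1 (1.94) or 2 (2.01), and that of PNPH_BOVIN without 0 h replicate 1 (1.66) or 3 (1.63) and without 6 h replicate 1 (1.63) or 2 (1.62). With 6 h and 0 h fitted alone, these calls and those of METK2_MOUSE (2.45) and AAAT_MOUSE (1.72) ended. No gene was downregulated in EPA cells at 6 h with edgeR, against 81 with DESeq2, while 2059 were lower and 2451 higher at an unadjusted p under 0.05. With DESeq2, the numbers of DEGs at any time were 606 in PAC-2 and 343 in EPA, and the ratio between the cell lines was smaller. The 169 EPA genes called at 6 h by DESeq2 alone had a median absolute log2 fold change of 19.71, against 1.33 for edgeR's calls. Of these 169, 62.7% had a count of 0 in at least 1 of the libraries compared. In PAC-2, the 206 genes called by DESeq2 alone had a median of 1.49, and 31.6% had a count of 0.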

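In PAC-2 cells, 4 Trinity genes were upregulated at 1 h, of which LONF1_MOUSE (log2 fold change 2.09, standard error 0.07) and HEBP2_HUMAN, the Trinity gene of *soul5* (1.21, standard error 0.06), have a UniProt name. All 4 calls ended when 1 h and 0 h were fitted alone. At 3 h, 132 were upregulated and 5 downregulated, and at 6 h, 255 and 14. At 3 h, the largest increases after that of *soul5* (5.21) were those of PER2_CHICK (4.35) and of both LONF1 genes (3.87 and 3.51), followed by TCB1_CAEBR, a match to a transposase (3.38). Of the 5 decreases, CPT1A_HUMAN, a carnitine palmitoyltransferase, was the gene with a UniProt name (−1.33). Its call ended without any 0 h library (−1.36, −1.35 and −1.28), any 3 h library (−1.30, −1.28 and −1.41) or any 6 h library (−1.33 each) and with glmTreat. With 3 h and 0 h fitted alone, its call and that of TCB1_CAEBR ended (−1.33 and 3.38). The number downregulated at 6 h was 8 without 0 h replicate 3.
In EPA cells, 7 Trinity genes were upregulated at 1 h, 21 at 3 h and 69 at 6 h. At 1 h, DDT4L_ONCMY went from 1804 ± 69.2 to 7931 ± 148 normalized counts (log2 fold change 2.14, standard error 0.04, adjusted p = 4.1e-09 from edgeR), and CHAC1_DANRE (1.72), SESN2_MOUSE (1.64), PDK2_MOUSE, a kinase that inhibits pyruvate dehydrogenase (1.38), and AAAT_MOUSE (1.09) were upregulated. The call of AAAT_MOUSE at 1 h ended without 0 h replicate 1 (1.13) or 3 (1.12) and without 1 h replicate 1 (1.11), 2 (1.07) or 3 (1.09). With each time and 0 h fitted alone, the calls of CHAC1_DANRE, PDK2_MOUSE and AAAT_MOUSE at 1 h and of AAAT_MOUSE at 3 h ended. At 3 h, GSH1_HUMAN (2.08), AL1L2_HUMAN (1.54), CHAC1_DANRE (1.53), AAAT_MOUSE (1.52) and SESN2_MOUSE (1.42) led. No gene was downregulated with edgeR in PAC-2 at 1 h (35 with DESeq2 and 533 at an unadjusted p under 0.05), in EPA at 1 h (52 with DESeq2 and 818 at an unadjusted p under 0.05) or in EPA at 3 h (62 and 988). With DESeq2, 94 genes were called at 1 h in PAC-2 cells, and 127 at 1 h and 163 at 3 h in EPA cells.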

For both species, the number of identified DEGs increased with increasing exposure to blue light, with few genes being up- or downregulated after 1 h of exposure (Figure 3A,B). Furthermore, zebrafish cells displayed a more sustained response to light, with 154 genes (33% of all upregulated genes) consistently upregulated after both 3 and 6 h of exposure (Figure 3C). In contrast, in the transcriptomic response to light of cavefish cells, only 30 genes were upregulated (16% of all upregulated genes) at both 3 and 6 h, suggesting a more transient pattern of gene upregulation (Figure 3D).

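In PAC-2 cells, 119 Trinity genes were upregulated at both 3 h and 6 h, which is 44.4% of the 268 upregulated at any time (95% Wilson interval 38.6% to 50.4%, which covers counting error only). Of the 132 genes upregulated at 3 h, 90.2% were also upregulated at 6 h, while 136 of the others passed the thresholds at 6 h only and 13 at 3 h only. *soul5*, PER2, both LONF1 genes and XPC belonged to the genes upregulated at both times. The expected overlap of independent lists of these sizes was 1.44 genes. Unchanged groups simulated against shared dark libraries had 0 calls at either time in 10 runs and so shared 0 genes. These runs leave out genes that do change, for which part of the excess may come from the dark libraries that both comparisons share. The share ranged from 39.9% without 3 h replicate 2 to 51.2% without 0 h replicate 2 or 6 h replicate 1, and it was 24.2% when each time was fitted with its dark control alone.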

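In EPA cells, 20 Trinity genes were upregulated at both 3 h and 6 h, which is 28.6% of the 70 upregulated at any time (95% Wilson interval 19.3% to 40.1%). Of the 21 genes upregulated at 3 h, 20 stayed upregulated at 6 h, and 49 genes passed at 6 h only. GSH1, AL1L2, CHAC1, AAAT and SESN2 passed at both times. Independent lists of these sizes would share 0.0627 genes, and the simulated unchanged groups, with 0 calls, shared 0, with the same reservation about the shared dark libraries. The difference between the shares of the cell lines was not tested. The share was 44.0% with DESeq2 and 58.3% when each time was fitted with its dark control alone. From the smaller share of genes upregulated at both times, the paper proposes a more transient pattern in cavefish cells. In the calls here, 95.24% of the EPA genes upregulated at 3 h stayed upregulated at 6 h, against 90.15% in PAC-2 cells. In these calls, the smaller share in EPA cells thus comes from the 49 genes that passed at 6 h only, and not from genes lost after 3 h. The paper's calls hold more EPA genes upregulated at 3 h (about 67, read by eye from Fig. 3B, against 21 here). The calls here therefore do not decide whether the pattern in the paper's calls is more transient.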

While the GO analysis indicated significant enrichment of mitochondrial and heme-related processes in the zebrafish dataset, no such enrichment was observed in the cavefish dataset (Supplementary Dataset S1). 

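In EPA cells, 38 of 10625 annotated Trinity genes were upregulated at 6 h, and 5 of the 32 terms passed. None of the heme terms did. Heme binding had 2 genes of 65, ABCB6_XENTR and STC2_MOUSE, a stanniocalcin (0.23 expected, adjusted p = 0.103 from the one-sided Fisher's exact test), heme transport 1 of 6 (adjusted p = 0.103) and heme biosynthetic process 0 of 23, with either edgeR or DESeq2. With calls from DESeq2, heme binding had 3 genes and an adjusted p of 0.0263. Of the mitochondrial terms, mitochondrion passed, with 12 of 928 genes and 3.32 expected (adjusted p = 0.000624 from Fisher's exact test). The inner membrane (1 of 284), the outer membrane (1 of 120) and the matrix (2 of 215) did not pass. The 12 genes were GSH1_HUMAN, AL1L2_HUMAN, SESN2_MOUSE, PDK2_MOUSE (1.43), ABCB6_XENTR, the folate enzyme C1TM_BOVIN (1.38), the amino acid enzymes BCAT1_HUMAN (1.36), P5CR2_MOUSE (1.13) and TDH_BOVIN (1.04), RMND1_HUMAN (1.15), GSTP1_BOVIN (1.12) and the glutathione reductase GSHR_RAT (1.03). The call of GSHR_RAT ended without 6 h replicate 1 (0.99), and that of P5CR2_MOUSE with library totals only (1.12), with glmTreat and without any single library except 6 h replicate 3 (0.99 to 1.16). With 6 h and 0 h fitted alone, the calls of these genes ended except those of GSH1_HUMAN, AL1L2_HUMAN and SESN2_MOUSE. The terms with the lowest adjusted p were those of glutathione and oxidative stress, namely glutathione metabolic process (4 of 33, 0.12 expected, adjusted p = 0.000169 from Fisher's exact test) and response to oxidative stress (5 of 86, 0.31 expected, adjusted p = 0.000201).
The paper's mitochondria and heme-related genes were compared directly where a name was present in both tables. For 38 such genes, the median log2 fold change at 6 h was 1.17 in PAC-2 and 0.20 in EPA cells, against 0.01 for all names in EPA. The median over the EPA libraries was 0.18, 0.22 and 0.19. Of these genes, 28 were upregulated in PAC-2 and 0 in EPA with edgeR. With no minimum fold, 20 were higher and 1 was lower in EPA at an adjusted p under 0.05 from edgeR, and 21 were higher at an unadjusted p under 0.05. The responses of 21 differed between the cell lines, all with the larger one in PAC-2. When the Trinity genes of a name were kept apart, 2 of 51 were upregulated in EPA, ABCB6_XENTR and the complex II subunit SDHB_DANRE (1.11, standard error 0.05, adjusted p = 1.4e-06 from edgeR), whose calls ended when 6 h and 0 h were fitted alone, and DESeq2 also called 2. Because the group was chosen from the PAC-2 libraries, its larger response there is not independent evidence.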

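Of the 22 Trinity genes of EPA cells with the name of a clock protein, 0 were upregulated or downregulated at 6 h, with edgeR as with DESeq2. At an unadjusted p under 0.05, 5 were higher and 3 lower, and their median log2 fold change was 0.015. Of 25 Trinity genes for the repair of light-induced DNA damage, DDB2_DANRE was the gene upregulated (with edgeR and with DESeq2), and the median of the list was 0.004. The XPC gene had a log2 fold change of 0.83 (standard error 0.08) and stayed under the fold threshold. In the GO test, entrainment of the circadian clock by photoperiod and circadian regulation of gene expression had 0 upregulated genes of 31 and 61, and DNA damage response and nucleotide-excision repair 0 of 194 and 26, with DESeq2 as well. Circadian rhythm had 1 of 65 (adjusted p = 0.556 from Fisher's exact test), response to light stimulus 1 of 22 (adjusted p = 0.303), response to UV 1 of 35 (adjusted p = 0.378) and DNA repair 1 of 220 (adjusted p = 1). The gene behind the first 2 of these was METK2_MOUSE, and that behind the others DDB2_DANRE. With 38 upregulated genes, terms with few members can reach a low p with 2 or more genes only.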

GO terms related to circadian clock entrainment, response to light, and DNA repair were also not significantly enriched in cavefish. The expression of selected genes from the mitochondrial and heme-related gene pool was confirmed with RT-qPCR for both species (Figure 3E,F). Consistently reflecting the RNA-seq findings, all genes except *abcb6a* were significantly upregulated in zebrafish but not cavefish cells. *abcb6a* was upregulated in both cell types according to both RNA-seq and RT-qPCR analyses.

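In EPA cells, the Trinity gene that Table S2 gives for *abcb6a* (ABCB6_XENTR) went from 264 ± 9.58 normalized counts at 0 h to 597 ± 29.1 at 6 h, which is 2.26 ± 0.11 times its dark level (SD, n = 3; log2 fold change 1.18, standard error 0.06, adjusted p = 4.5e-06 from edgeR). At 3 h it was at 1.58 ± 0.10 times its dark level (adjusted p = 0.00056 from edgeR), under the fold threshold. In the PAC-2 assembly, *abcb6a* was at 3.12 ± 0.09 times its dark level after 3 h and at 5.50 ± 0.34 times after 6 h (log2 fold change 2.46, standard error 0.10, adjusted p = 2.6e-07 from edgeR). The cavefish gene of *hebp2* was at 1.24 ± 0.07 times its dark level after 6 h (log2 fold change 0.31, adjusted p = 0.015 from edgeR) and did not pass the thresholds, against 4.27 ± 0.28 times in PAC-2 (log2 fold change 2.09). In the genome table of the same PAC-2 libraries, *hebp2* was at 42.3 ± 3.18 times (log2 fold change 5.38), and the cause of this difference was not tested. That of *per2* was at 1.12 ± 0.11 times after 6 h (adjusted p = 0.36 from edgeR), against 20.5 ± 0.94 times after 3 h and 12.7 ± 0.49 times after 6 h in PAC-2. *soul5* was measured in PAC-2 here, at 70.7 ± 4.35 times its dark level after 6 h.
The EPA table holds another Trinity gene named ABCB6. With both summed, the log2 fold change in EPA was 0.20 (adjusted p = 0.0046 from edgeR) and that in PAC-2, with a single Trinity gene, 2.46, and the difference of 2.26 had an adjusted p of 1.3e-13. The call of ABCB6_XENTR in EPA cells ended when 6 h and 0 h were fitted without the other times.

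**Figure D5:**
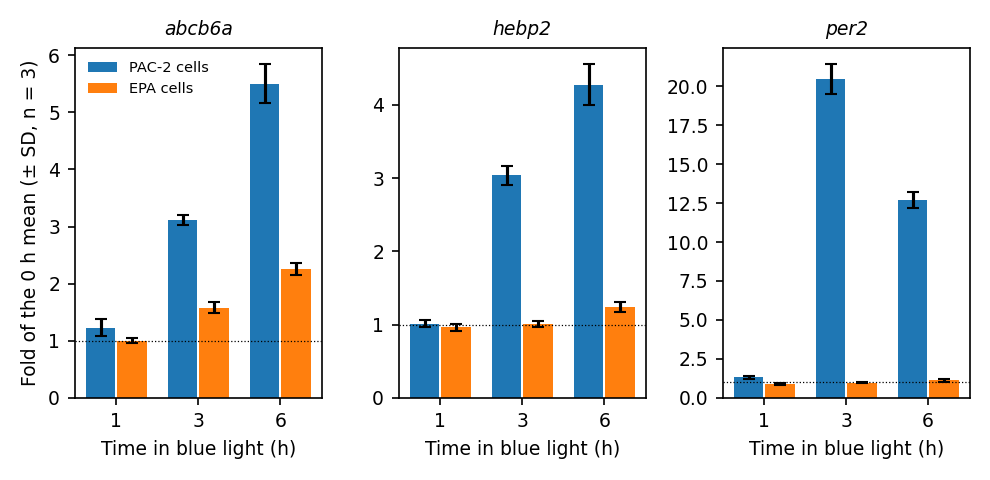
Normalized counts of *abcb6a*, *hebp2* and *per2* in the assembled transcripts of PAC-2 and EPA cells as a multiple of the 0 h mean, after 1 h, 3 h and 6 h of blue light. Bars are means and error bars SDs over 3 libraries, and the dotted line marks the dark level. In EPA cells *abcb6a* rises with time, while *hebp2* and *per2* stay near 1.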

### 3.4. Induction of Mitochondria and Heme-Related Genes by Elevated ROS Levels

Visible light has been shown to induce ROS production in zebrafish cells, and the D-box enhancer is known to be necessary for the response to ROS, providing one mechanism by which light activates D-box-driven transcription. Previous studies have demonstrated that ROS increases alone significantly upregulate the expression of the D-box-controlled circadian clock and DNA damage repair genes in PAC-2 cells [23,24,45]. To test whether this also applies to *abcb6a*, *hbp2*, and *soul5*, PAC-2 cells were treated with 300 μM hydrogen peroxide, and gene expression was assessed via RT-qPCR compared with controls kept in constant darkness (Figure 4A). The treatment led to the upregulation of all three genes after 3, 6, and 9 h of treatment (Figure 4B).

### 3.5. Transcriptional Activation of Mitochondria and Heme-Related Genes via Blue Light In Vivo

Our transcriptomic and RT-qPCR gene expression analyses revealed that blue light upregulates the expression of various functional classes of genes in zebrafish cells, but not in cavefish cells. The light-induced expression pattern of the mitochondria and heme-related genes closely resembles that of light-responsive circadian clock and DNA-repair genes, whose expression has previously been documented in vivo in the context of the zebrafish larva. Thus, we examined whether this is also the case for this class of mitochondria and heme genes. We illuminated 4 dpf zebrafish embryos with blue light for up to 6 h and collected samples to perform RT-qPCR (Figure 4C). Our choice of this zebrafish developmental stage was based on the documented emergence of a functional circadian clock and light-regulated clock gene expression by 4 dpf [51]. The blue light exposure led to a significant increase in the expression of the *abcb6a*, *hebp2*, and *soul5* genes, as observed for the clock gene *per2* used as a positive control (Figure 4D). This pattern in zebrafish embryos mirrored the results seen in PAC-2 cells and is consistent with previous reports for circadian clock and DNA repair genes [36].

Is this increase in RNA expression in response to light purely due to transcriptional regulation, as for the clock and DNA repair genes? To address this question, we initially tested whether the mRNA stability of the mitochondrial and heme-related genes changed under blue light exposure. PAC-2 cells were treated with Actinomycin-D (5 µg/mL), an inhibitor of de novo gene transcription, immediately before exposure to 1, 3, or 6 h of blue light or darkness as a control. This experimental approach blocks any transcription activation and tests for any changes in mRNA stability (Figure 4E). *c-myc* mRNA levels were monitored as a positive control since this transcript is well documented to have a high turnover [52]. This treatment resulted in no significant difference in degradation time for all the mRNAs analyzed between the samples maintained in DD and the samples exposed to blue light. This indicates that the increased expression of these genes is the result of light-mediated transcriptional activation (Figure 4F).

### 3.6. Lack of Circadian Clock Regulation for the Light-Activated Mitochondrial and Heme Genes

It has previously been shown that the expression of many light-induced genes also oscillates in a circadian manner due to the presence in their promoters of canonical or non-canonical circadian enhancer elements termed E-boxes [27]. Therefore, rhythmic expression of these genes persists for several cycles when transferred to constant darkness. We next tested whether this was also the case for the mitochondrial and heme-related genes. PAC-2 cells were entrained to 12 h:12 h light:dark cycles (LD) for five consecutive days, followed by transfer to constant darkness or LD conditions once again, and gene expression was measured at regular intervals over a 28 h period (Figure 4G). The expression of the *per1b* gene, which exhibits similar oscillations in both LD and DD conditions, was used as a positive control for a purely circadian clock-regulated gene. Instead, the expression of the *per2* gene, which exhibits oscillation only under LD conditions, was used as a positive control for a purely light-responsive gene. Our results showed that *abcb6a*, *hebp2*, and *soul5* all behave as exclusively light- and not circadian clock-regulated genes (Figure 4H).

**Figure 4:**
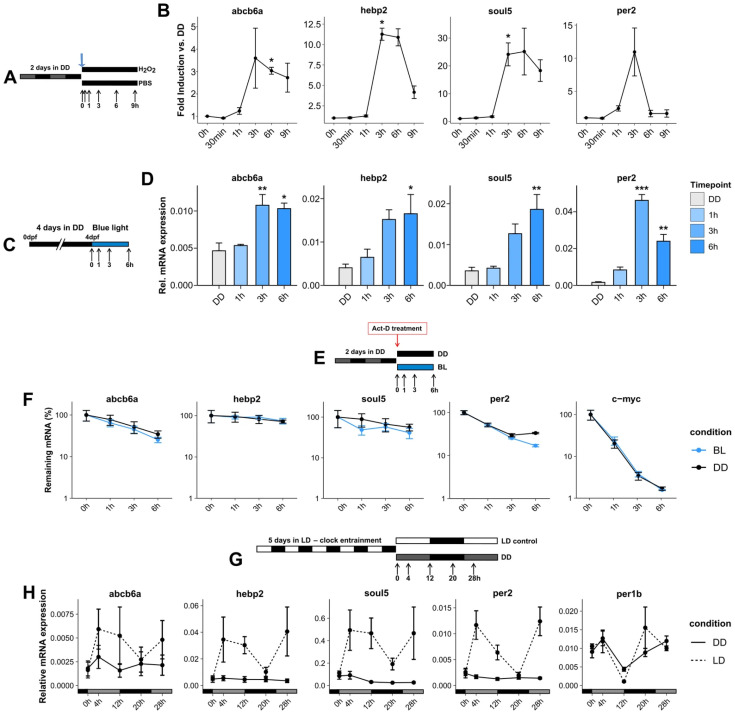
Upregulation of mitochondrial and heme genes is an organism-wide response, dependent on de novo transcription and clock-independent. (**A**) Experimental design for exposure of PAC-2 cells to H_2_O_2_. PAC-2 cells were kept in darkness for two consecutive days, followed by treatment with 300 μM H_2_O_2_, and were then maintained in darkness until collection at timepoints indicated as hours (h) following the addition of H_2_O_2_ to the cultures. A set of cells treated with PBS was sampled in parallel in darkness in order to control for any time-dependent changes in gene expression in the cell cultures that might occur independently of exposure to ROS. (**B**) RT-qPCR of ROS-induced expression of selected upregulated genes in PAC-2 cells. Values are represented by mean ± SEM (N = 3) of fold induction of treatment vs. control. One-way ANOVA followed by Tukey’s HSD post hoc multiple comparison tests was performed against the control results. (**C**) Experimental design for blue light exposure of 4 dpf zebrafish embryos. Zebrafish embryos were raised for 96 h in complete darkness, followed by exposure to 468 nm blue light for up to six hours. During illumination, samples were harvested periodically at timepoints indicated as hours (h) following the start of exposure to blue light. (**D**) Relative mRNA expression of *abcb6a*, *hebp2*, *soul5*, and *per2* in response to blue light in zebrafish embryos. Values are represented by mean ± SEM (N = 3). One-way ANOVA followed by Tukey’s HSD post hoc multiple comparison tests was performed against the DD control results. *p* < 0.5, *p* < 0.01, and *p* < 0.001 are represented by *, **, and ***, respectively. (**E**) Experimental design for mRNA stability of genes following blue light exposure. Zebrafish cells were treated with Actinomycin-D (5 µg/mL) before exposure. During illumination, samples were harvested periodically at timepoints indicated as hours (h) following the start of the combined Actinomycin-D treatment and exposure to blue light. (**F**) RT-qPCR analysis of *abcb6a*, *hebp2*, *soul5*, and *per2*, under blue light (blue) and in darkness (black). *c-myc* expression is measured to serve as a positive control for Actinomycin-D treatment. Data are plotted as the percentage (mean) of remaining mRNA ± SEM (N = 3) compared to cells not treated with actinomycin-D (0 h) on the *y*-axis. Expression levels in the two lighting conditions and across timepoints are compared via two-way ANOVA. (**G**) Experimental design for assaying circadian clock regulation. Zebrafish cells were entrained to 12 h:12 h light:dark cycles (LD) for five days, followed by one more day in LD or complete darkness (DD). Samples were harvested periodically at the indicated timepoints, in hours (h), following the start of the final LD cycle or the transfer to DD conditions. (**H**) RT-qPCR analysis of *abcb6a*, *hebp2*, and *soul5*, as well as *per2*, a light-regulated clock gene, and *per1b*, a clock-regulated gene. Relative mRNA expression of cells kept in LD (dashed line) or DD at different timepoints (*x*-axis) is plotted on the *y*-axis as mean ± SEM (*n* = 3). Detailed statistical analysis and the data for this figure can be found in Supplementary Dataset S1.

### 3.7. D-Box Enhancer Elements Regulate the Light and ROS Response of Mitochondria and Heme-Related Genes

Which mechanism drives the light-dependent activation of *abcb6a*, *hebp2*, and *soul5* gene expression? The findings above resemble the response to light of *per2* and *6-4phr* expression, which is the result of light-mediated transcriptional activation via D-box enhancer elements [4,27]. Therefore, as a first step, we performed a bioinformatic promoter analysis with Clover software (release date 2012-02-16) [44] to test for the presence of D-box enhancers in the promoters of our 63 genes of interest. The software predicted putative D-box sequences within the 5′ Untranslated Region (UTR) and 1 kb upstream of the Transcription Start Site (TSS) in 70% of mitochondria and heme-related genes (the results are shown in Supplementary Dataset S1). In addition, putative E-box sequences were predicted in 48% of these genes. In the case of our three selected genes, three putative D-box and one E-Box sequences were identified within the promoters of *hebp2 (*Figure 5A, above) and *soul5* (Figure 5B, above), while three D-box and two E-box sequences were identified in the *abcb6a* promoter (Figure 5C, above). Indeed, the presence of E-box-like sequences in the proximity of D-boxes is consistent with cooperation between these two enhancer elements to mediate light-induced expression, as we previously reported for the regulation of *per2* gene expression [27,45].

To directly test the contribution of these enhancer elements to directing light-regulated transcription of these genes, fragments of each promoter, encompassing the putative light-responsive promoter sequences, were cloned into a luciferase reporter expression vector, hereafter referred to as hebp2-Luc, abcb6a-Luc, and soul5-Luc. The constructs were then transfected into light-responsive PAC-2 zebrafish cells, as well as into non-light-responsive cavefish EPA cells, and then monitored for their luciferase expression during two days under LD cycles followed by transfer to two days in complete darkness (DD) (Figure 5A–C, middle). All three promoters showed robust light-induced bioluminescence during LD in zebrafish PAC-2 cells that was not maintained under DD conditions, indicating that our promoter constructs included the regulatory sequences required for the light responsive transcription observed with the endogenous genes. Instead, transfection of all three bioluminescent reporters in EPA cells did not elicit a rhythm of bioluminescence in either LD or DD conditions. In addition, consistent with our previously published results regarding D-box-regulated expression of the *6-4phr* gene, the three bioluminescence promoter reporters transfected in zebrafish cells were also induced following H_2_O_2_ treatment (Figure 5A–C, below). This again mirrors endogenous mRNA expression of these genes (Figure 4B), as observed for the promoters of the *cry1a* and *per2* genes [23,45].

To further investigate the specific role of each D-box and E-box sequence in light-mediated gene expression, we systematically mutated each D-box and E-box in the hebp2-Luc reporter via site-directed mutagenesis, resulting in four new constructs where only a single D-box or E-box was retained. In addition, a control construct where all D-box and E-box sequences were mutated simultaneously was also generated (Figure 6A).

When transfected into PAC-2 cells and exposed to an LD cycle, all the mutated constructs in an in vivo luciferase assay showed attenuated activation in response to light compared to the intact, non-mutated hebp2-Luc reporter (Figure 6B). Treatment with H_2_O_2_ did not activate the mutated constructs (Figure 6D–I). An in vitro luciferase assay of cells transfected with these same constructs and exposed to blue light for eight hours also revealed significantly reduced activation of the mutated promoters measured at a single timepoint (Figure 6C). These assays indicate that the induction of hebp2-Luc by light relies on the function of both D-box and E-box sequences and that a synergistic effect between these enhancers underlies the light- and ROS-dependent induction of *hebp2*.

### 3.8. Zebrafish PAR-bZip Transcription Factors Activate the Hebp2-Luc Reporter

Previous reports have demonstrated that PAR-bZip transcription factors bind to the D-box enhancer and regulate the transcription of various light-induced genes, including circadian clock and DNA repair genes [24,26,45,53]. To test whether this is also the case for the *hebp2* promoter, we compared the activation mediated by each zebrafish PAR-bZip homolog [34] in an in vitro luciferase assay using the hebp2-Luc reporter in PAC-2 cells (Figure 7A,B). Our results reveal a range of activation of reporter gene expression, with the strongest activation observed for the TEF and HLF factors. Cavefish-specific loss of PAR-bZip factor function has been proposed as a potential contributor to the loss of light-induced gene expression in *P. andruzzii*. Thus, we amplified the coding sequences of all these *P. andruzzii* factors by RT-qPCR from EPA cell RNA and cloned them into the pCS2-MTK expression vector. The predicted *P. andruzzii* and zebrafish amino acid sequences were aligned, revealing that the C-terminal portions of the PAR-bZip proteins, containing the PAR, basic, and leucine zipper domains, are highly conserved between these species, while the N-terminal sequence of each factor is more divergent (Table 1). Despite the absence of premature truncation mutations that we previously reported in various opsin, clock, and DNA repair genes [4,26], the cavefish factors exhibited non-conservative amino acid substitutions in their N-terminal regions, which could potentially affect their structure and function. Might the amino acid differences observed between these two cyprinid species account for the significant deficiency in light-induced *hebp2* gene expression? To address this question, we initially compared the activation of *hebp2* expression mediated by the zebrafish and *P. andruzzii* homologs of TEF and HLF in transfected PAC-2 cells (Figure 7C). Ectopic expression of the recombinant PAR-bZip factors was initially confirmed by Western blotting analysis of the myc-tagged zebrafish and cavefish proteins (Figure S2).

Our results showed that both the zebrafish and the cavefish factors robustly activated hebp2-Luc reporter expression in PAC-2 cells, with some species-specific differences in the observed amplitude of reporter gene activation (Figure 7C). However, repeating these transfection assays in cavefish EPA cells resulted in considerably lower levels of reporter activation for both cavefish and zebrafish factors (Figure 7D). These results support the notion that the amino acid sequence differences in the cavefish PAR-bZip factors do not account for the loss of light and ROS-induced D-box mediated *hebp2* transcription in *P. andruzzii*. Instead, they implicate the loss of function of distinct regulatory cofactors in cavefish, which thereby attenuate PAR-bZip transcription factor-mediated activation in response to light and ROS.

## 4. Discussion

Sunlight is a powerful environmental factor for cells, influencing various physiological processes directly or indirectly by elevating levels of ROS. Previous studies in fish cells have linked its effects on the circadian clock and DNA repair systems to transcriptional activation via D-box enhancer elements found in the promoters of light-responsive genes. However, the general effects of visible light exposure and ROS on cell physiology remain incompletely understood. Here, we identified a group of light- and ROS-responsive genes associated with heme metabolism and transport, as well as mitochondrial structure and function in zebrafish cells and embryos. We demonstrate that the expression of these genes is activated via the D-box enhancer element. Furthermore, we tested the functionality of the PAR-bZip factors, showing that they are able to activate the expression of a minimal promoter reporter construct containing the D-box found in the *hebp2* gene promoter. Importantly, these genes are not upregulated by light exposure or treatment with ROS in cells of the blind Somalian cavefish *P. andruzzii*. Cavefish homologs of the PAR-bZip factors, which share significant amino acid sequence similarity with their zebrafish counterparts, also activate transcription via the D-box enhancer in zebrafish PAC-2 cells. However, both the zebrafish and cavefish transcription factors induce lower levels of reporter gene expression in the context of cavefish EPA cells. Thus, it seems unlikely that the amino acid sequence differences in the cavefish PAR-bZip factors account for the loss of light and ROS-induced D-box mediated *hebp2* transcription in *P. andruzzii*. Instead, our results imply that the function of distinct regulatory cofactors that target the PAR-bZip transcription factors is significantly attenuated in cavefish cells.

### 4.1. Role of Mitochondrial and Heme Genes

Our transcriptomic analysis has revealed significant upregulation of genes associated with mitochondrial structure and function, potentially leading to alterations in permeability, ATP output, and overall mitochondrial function with general consequences for energy metabolism. Considering the key importance of mitochondria and electron transport chain enzymes in mediating blue light-induced apoptosis [18,19], these factors could be part of an adaptive and protective mechanism counteracting the challenges posed by sunlight exposure, preserving mitochondrial integrity, and promoting cellular energy production.

The upregulation of heme-related genes further underscores the multifaceted cellular response to light. Heme is synthesised predominantly in the mitochondria and serves as a crucial cofactor for numerous enzymes within and outside this organelle [54,55,56]. It plays a pivotal role in managing oxidative stress, as a prosthetic group for various antioxidant enzymes that break down ROS molecules [2,57]. Heme is also involved in xenobiotic metabolism by serving as a cofactor for cytochrome P450 enzymes, which oxidize compounds to facilitate their excretion [58,59]. In addition, mouse knockouts of the three PAR-bZip factors have revealed a role in mediating the expression of genes involved in the metabolism of xenobiotics [39]. Furthermore, circadian rhythms of drug metabolism have been extensively documented [60,61]. Therefore, several lines of evidence support an important role for sunlight exposure in heme homeostasis both via transcriptional regulation of crucial enzymes and via affecting heme transport and metabolism. Given the loss of light and ROS-induced expression of mitochondrial and heme-related genes in *P. andruzzii* cells, it is tempting to speculate that this cavefish may consequently exhibit increased sensitivity to acute sunlight exposure, with a potentially corresponding increase in cell death. Alternatively, these regulatory differences might reflect an adaptive strategy to survive the extreme, perpetually dark cave environment. Clearly, additional studies will be required to evaluate the functional significance of these cavefish-specific changes in gene regulation networks.

### 4.2. Mechanism of D-Box Regulation

In this study, we identified functional D-box and E-box sequences in the promoters of 70% zebrafish light-regulated genes related to mitochondrial function and heme metabolism. Promoter fragments of *hebp2*, *abcb6a*, and *soul5* containing these enhancers were shown to drive light-inducible transcriptional activation. The E-box enhancer serves as the binding site for the Clock-Bmal heterodimer and thereby typically acts as a regulatory target for the core machinery of the circadian clock [62]. It is therefore surprising that none of the genes of this functional class showed evidence for circadian rhythmicity of expression under constant darkness conditions. However, other members of the bHLH PAS domain family of transcription factors may also bind to E-box-like enhancers [63]. Therefore, potentially, non-clock-regulated factors may occupy these sites and enable regulation via the D-box. The D-box-binding sequence was initially described as the canonical sequence 5′–RTTAYGTAAY–3′ (R is A or G, and Y is C or T) [30], but subsequent research has broadened the scope of D-box sequences. In the present study, one of the identified D-box sequences of the *hebp2* promoter is canonical (5′–GTGATGTAAC–3′), while the other two represent variants of this sequence (5′–GTTACTTAAC–3′ and 5′–GTTATTTAAG–3′). Interestingly, the PAR-bZip factors exhibited differential preference for *hebp2* and *cry1a* light-responsive regions. The strongest activators for *hebp2* were the TEF and HLF factors, while HLFs and DBP-2 preferentially activated *cry1a* [45]. This variability potentially highlights promoter-specific differences in the regulatory role of D-boxes. In addition, heterodimerization, post-translational modification, and other regulatory mechanisms may influence the function of these transcription factors. Further studies, such as studying knockout models for individual PAR-bZip factors, will be required to dissect the specific roles of these factors in D-box-mediated transcription in response to sunlight and ROS.

### 4.3. Evolution of Light-Induced Gene Expression

Comparing the transcriptional response to light in zebrafish with that in the Somalian blind cavefish *P. andruzzii* is a valuable comparative system for elucidating the underlying light- and ROS-regulated mechanisms, as well as understanding how they have been shaped by evolution in constant darkness [4,23,24,26]. In the present study, we reveal that zebrafish show a more robust and sustained transcriptional response to light compared to cavefish. Only a few cavefish genes have retained light-inducible expression, notably *abcb6a* and *ddb2*. 

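Among the 6237 protein names found in both cell lines, 79 were upregulated at 6 h in PAC-2 and 24 in EPA cells, and 7 in both, where independent lists would share 0.304 (one-sided Fisher's exact test, p = 1.16e-08). These 7 were DDB2, GSH1, CHAC1, which degrades glutathione, DDT4L, an inhibitor of mTOR signalling, the thiamine transporter S19A2, the vitamin C transporter S23A2 and OSGI2, a protein induced by oxidative stress. Sums per name leave out single Trinity genes upregulated at 6 h in both lines. Among these were ABCB6_XENTR (log2 fold change 2.46 in PAC-2 and 1.18 in EPA cells) and SDHB_DANRE (1.04 and 1.11). Their calls in EPA cells ended when 6 h and 0 h were fitted alone. DDB2 was upregulated in both, with a log2 fold change of 3.33 in PAC-2 and 2.01 in EPA cells and a difference of 1.32 (adjusted p = 1.7e-06 from edgeR). S23A2 had log2 fold changes of 2.45 and 1.19 (difference 1.25, adjusted p = 0.0003 from edgeR). The 24 names upregulated in EPA cells had a median log2 fold change of 1.32 there and of 0.71 in PAC-2 cells, where 22 of them were above 0. For 20 of the 24, the fold was larger in EPA cells. The 24 names were chosen for their response in EPA cells, which favours a larger fold there. The difference reached 1 on the log2 scale with an adjusted p under 0.05 from edgeR for 7 names with the larger response in EPA and for 2 with the larger response in PAC-2 cells.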

We have previously demonstrated the necessity of an E2F binding site cooperating with a D-box enhancer for the induction of *ddb2* gene expression in response to visible light, UV, and ROS exposure in cavefish cells, and it is tempting to speculate that a similar mechanism operates for *abcb6a* [24]. Given the retention of functional D-box sequences in the promoters of clock and DNA repair genes in *P. andruzzii*, it is tempting to speculate that altered functionality of the cavefish PAR-bZip factors contributes to this adaptation. However, the C-terminal truncation mutations that we previously documented in a subset of opsin, core clock genes, and DNA repair genes from *P. andruzzii* [4,26] are absent from the PAR-bZip factor genes. Furthermore, the cavefish TEF and HLF homologs robustly activate transcription from the *hebp2* promoter in zebrafish cells, but not in cavefish cells. These results point to the presence of additional light and ROS-regulated cofactors, acting upstream of the PAR-bZip transcription factors, which exhibit an attenuated function in *P. andruzzii*. It is also conceivable that *P. andruzzii* carries loss-of-function mutations affecting ROS-responsive epigenetic factors, which may modulate D-box enhancer function by altering chromatin state, DNA methylation, or transcription factor accessibility, thereby controlling gene expression in a light-dependent manner [64]. During vertebrate evolution, major changes have occurred in the regulation and function of D-box binding transcription factors. Specifically, while in mammals, D-box-mediated transcriptional regulation operates in the context of clock output pathways, in fish, D-boxes serve as targets for light input pathways for the clock. Therefore, from a more general perspective, these results point to remarkable plasticity in the function of D-box-regulated transcription over the course of vertebrate evolution.

## 5. Conclusions

In the present study, the D-box enhancer element emerges as part of a broader regulatory mechanism that is not restricted to circadian clock entrainment and DNA repair. Our results point to the D-box playing a central role in the modulation of light, ROS, and UV-mediated gene expression. We reveal the multifaceted role of light-regulated transcription via the D-box in influencing cellular energy dynamics, oxidative stress response, and detoxification in fish, indicating that light exposure also influences cellular and mitochondrial metabolic function and efficiency. Furthermore, our work provides new insight into the evolutionary adaptations made by cave-dwelling organisms during evolution in their extreme aphotic environments. These include mutations that affect modulatory cofactors of the D-box-binding transcription factors and thereby elicit a global attenuation of the transcriptional response to sunlight exposure.

## Figures and Tables

**Figure 1:**
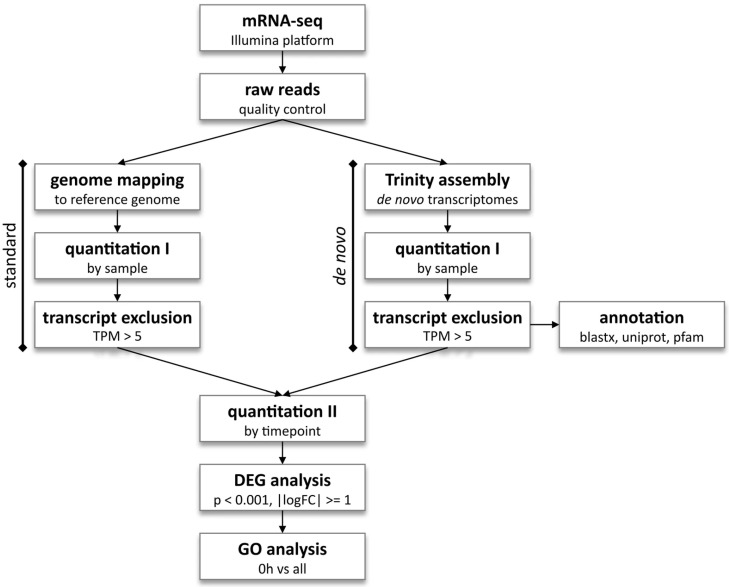
mRNA-sequencing analysis pipeline. The zebrafish *D. rerio* dataset, for which a reference genome is available, was subjected to standard transcriptome sequencing analysis (left), as well as de novo analysis (right). Both zebrafish and cavefish *P. andruzzii* datasets were subjected to de novo analysis with Trinity software, as no reference genome is available. Quantitation, DEG, and GO analyses and graphs were performed with R software version 4.3.2.

**Figure 2:**
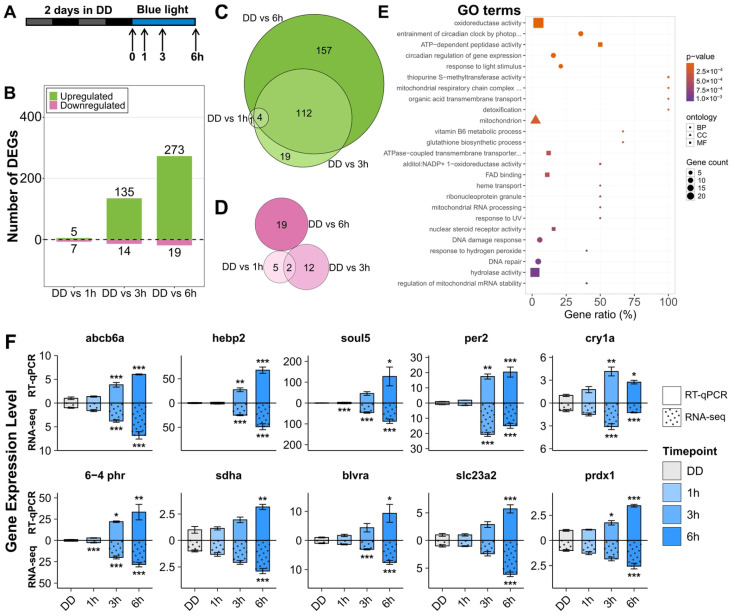
Transcriptome of zebrafish PAC-2 cells exposed to blue light. (**A**) Experimental design. Cells were initially maintained in darkness for two days to dampen clock- and light-dependent gene expression before exposure to 468 nm blue light for up to six hours. Following RNA extraction at the indicated timepoints and subsequent sequencing, the RNA-seq data were analyzed according to the “standard” pipeline represented in Figure 1. (**B**) Number of significantly up- and downregulated genes at 1 h, 3 h, and 6 h compared to unexposed samples (0 h, DD). (**C**,**D**) Venn diagrams show significantly upregulated (293 genes, (**C**)) and downregulated (38 genes, (**D**)) genes among the three comparison groups. (**E**) Top 25 enriched GO terms for DEGs at 6 h vs. DD in PAC-2 cells. The percentage of upregulated genes within their specific category is indicated on the *x*-axis. Size indicates the number of upregulated genes for each term; shape indicates the ontology (BP: biological process; CC: cellular component; MF: molecular function), and color indicates the adjusted *p*-value from high (blue) to low (red). (**F**) RT-qPCR validation of blue light-induced expression of selected upregulated genes. In each graph, RT-qPCR data are plotted above the *x*-axis, and RNA-seq data are below (dotted bars). Values are represented by mean ± SEM of fold induction (*n* = 3). One-way ANOVA followed by Tukey’s HSD post hoc multiple comparison tests against the DD control results can be found in Supplementary Dataset S1. *p* < 0.5, *p* < 0.01, and *p* < 0.001 are represented by *, **, and ***, respectively.

**Figure 3:**
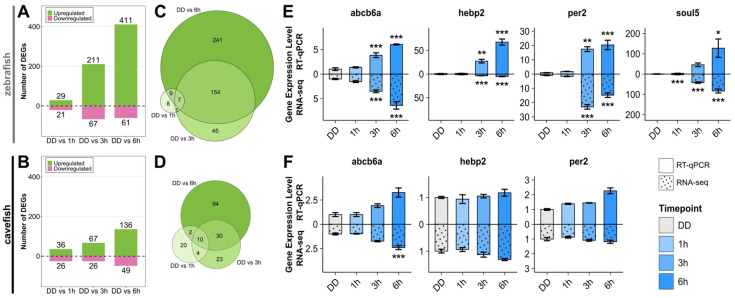
Transcriptome of zebrafish PAC-2 (top) and cavefish EPA (bottom) cell lines exposed to blue light. (**A**,**B**) Number of significantly up- and downregulated genes at 1 h, 3 h, and 6 h, compared to nonexposed samples (0 h, DD) for zebrafish (**A**) and cavefish (**B**) cells following the de novo pipeline represented in Figure 1. (**C**,**D**) Venn diagrams show significantly upregulated genes among the three comparison groups for zebrafish (469 genes) (**C**) and cavefish (183 genes) cells (**D**). (**E**,**F**) mRNA sequencing and RT-qPCR validation of blue light-induced expression of selected upregulated genes in zebrafish (**E**) and cavefish (**F**) cells. In each graph, RT-qPCR data are plotted above the *x*-axis and RNA-seq data below (dotted bars). Values are represented by mean ± SEM of fold induction (*n* = 3). One-way ANOVA followed by Tukey’s HSD post hoc multiple comparison tests against the DD control results can be found in Supplementary Dataset S1. *p* < 0.5, *p* < 0.01, and *p* < 0.001 are represented by *, **, and ***, respectively.

**Figure 5:**
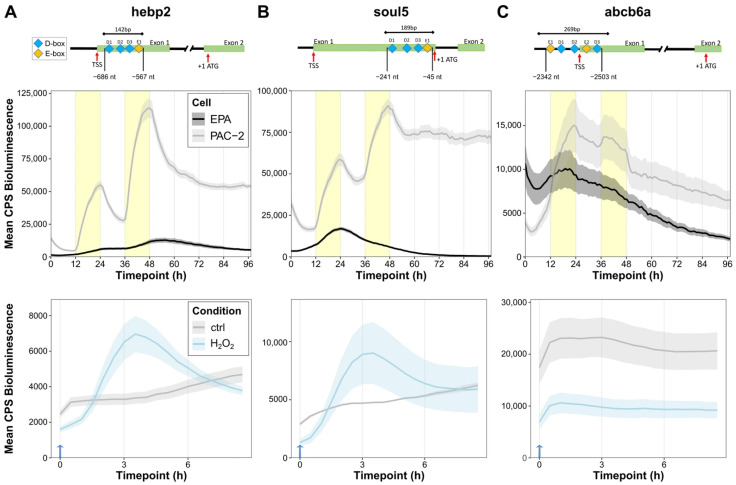
The promoters of mitochondrial and heme-related genes have light- and ROS-responsive modules. (**A**–**C**) Above: Bioinformatic prediction of D-box (blue) and E-box (yellow) sequences in the promoters of the hebp2 (**A**), abcb6a (**B**), and soul5 (**C**) genes. Exons, Transcription Start Sites (TSS), and start codons (ATG) are indicated for each promoter fragment. The upper bars indicate the fragments cloned in luciferase reporter vectors and their respective lengths in base pairs (bp). Distances from the ATG are also indicated. Middle: Representative (of 3) in vivo bioluminescence assays in PAC-2 (gray) and EPA (black) cells transfected with the hebp2-Luc (**A**), abcb6a-Luc (**B**), and soul5-Luc (**C**) luciferase reporters exposed to 24 h of darkness followed by LD cycles. Below: Representative (of 3) in vivo bioluminescence assays in PAC-2 cells treated with H_2_O_2_ after transfection with the hebp2-Luc (**A**), abcb6a-Luc (**B**), and soul5-Luc (**C**) luciferase reporters and kept in complete darkness. Traces from cells treated with 1 mM H_2_O_2_ at 0 h (blue arrow) are plotted in light blue; untreated controls are plotted in gray.

**Figure 6:**
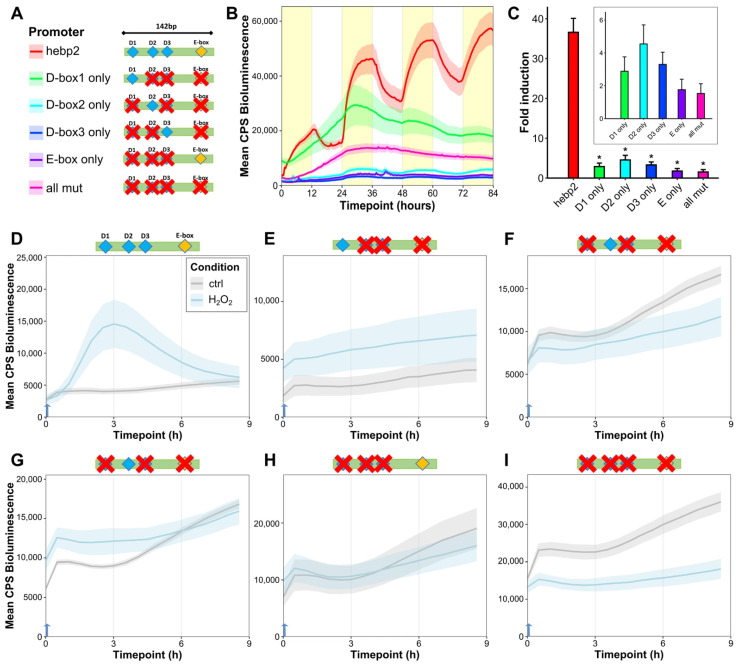
D-box enhancers mediate light- and ROS-responsiveness of promoters of mitochondrial and heme-related genes. (**A**) Schematic representation of hebp2-Luc mutated constructs. The promoter fragment was mutated (indicated by red crosses) so only one predicted D-box or E-box element (or none) was retained. (**B**) Representative (of 3) in vivo bioluminescence assay in PAC-2 cells transfected with hebp2-Luc and its mutant constructs exposed to LD cycles. Mean bioluminescence (CPS) as a function of time (hours) is plotted. Lines show mean ± SEM across N = 6 wells. Lights-on periods are indicated by the yellow boxes. (**C**) In vitro bioluminescence assay of PAC-2 cells transfected with hebp2-Luc and its mutant constructs following 8 h exposure to blue light. Fold induction of relative bioluminescence levels compared with controls kept in darkness at a single timepoint, ± SEM (*n* = 3), is plotted on the *y*-axis. The β–galactosidase assay was used to normalize for transfection efficiency. Differences between the unmutated hebp2-Luc construct and each of the mutant constructs are compared via pairwise *t*-tests with Bonferroni correction. Detailed statistical analysis can be found in Supplementary Dataset S1. *p* < 0.5, *p* < 0.01, and *p* < 0.001 are represented by *, **, and *** respectively. (**D**–**I**) In vivo bioluminescence assays in PAC-2 cells treated with H_2_O_2_ after transfection with hebp2-Luc and its mutant constructs and kept in complete darkness. Traces from cells treated with 1 mM H_2_O_2_ starting at 0 h (blue arrow) are plotted in light blue; untreated controls are plotted in gray.

**Figure 7:**
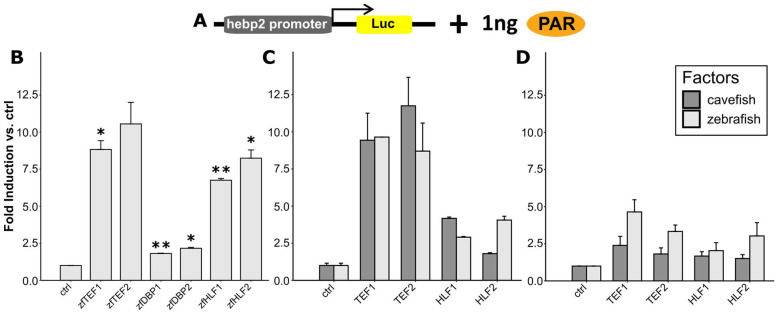
Activation of hebp2-Luc by the PAR transcription factors in PAC-2 and EPA cells. (**A**) Schematic representation of the transfected plasmids: 50 ng hebp2-Luc and 1 ng of the PAR factors expression vectors. The arrowhead denotes the startpoint and direction of transcription from the promoter. (**B**–**D**) In vitro bioluminescence assay results of zebrafish PAC2 cells cotransfected with the hebp2-Luc luciferase reporter and each of the 6 zebrafish PAR factors expression vectors (*n* = 3) (**B**), the zebrafish and cavefish TEF and HLF factors (**C**), and EPA cells transfected with the zebrafish and cavefish TEF and HLF factors (N = 3). Cells were maintained in darkness for 48 h before lysis. Fold induction of relative bioluminescence compared to the control, and mean ± SEM are plotted. A β–galactosidase assay was used to normalize for transfection efficiency. Differences between zebrafish transcription factors and the control are compared via t-tests with Bonferroni correction. Detailed statistical analysis can be found in Supplementary Material 1. *p* < 0.5, *p* < 0.01, and *p* < 0.001 are represented by *, **, and ***, respectively.

**Table 1:** Alignment scores between zebrafish and cavefish PAR-bZip factors. Sequences were aligned with the EXPASY protein alignment tool (https://web.expasy.org/sim/ (accessed on 19th April 2024)).

Protein	Amino Acid Similarity	Score	Gap Frequency
TEF-1	82.1%	1261	1.0%
TEF-2	77.4%	1147	3.2%
DBP-1	93.7%	1776	1.4%
DBP-2	93.3%	1805	1.1%
HLF-1	86.7%	1303	2.7%
HLF-2	87.7%	1340	3.3%
Nfil3-1a	85.5%	1962	2.2%
Nfil3-2a	77.2%	2023	2.2%
Nfil3-2a_mut	74.2%	1253	2.9%
Nfil3-3a	56.6%	662	10.4%
Nfil3-1b	82.0%	1119	0.0%
Nfil3-2b	83.9%	2450	3.7%
Nfil3-3b	81.2%	1406	3.4%

## Data Availability

The data described in this manuscript are available from the corresponding authors upon reasonable request ( and ). RNA-sequencing data are available at GEO (GSE290582).

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/antiox14101151/s1, Tables and Figures: PDF file containing Table S1: All primers used. Table S2: Accession numbers. Figure S1: Representative RT-qPCR graphics for gene induction by H2O2. Figure S2: Western blot. Supplementary Dataset S1: Excel file containing: RNAseq standard ZF GOIs; enhancers—clover results; data and analysis for Figure 2, Figure 3 and Figure 4; statistical analysis for Figure 2, Figure 3 and Figure 4; data and statistical analysis for Figure 6; data and statistical analysis for Figure 7; data analysis for Figure S2. Supplementary Dataset S2: Original Western blot images.

# Supplementary material for: Light-Induced Transcription in Zebrafish Targets Mitochondrial Function and Heme Metabolism
**Source:** Antioxidants (Basel). 2025 Sep 23;14(10):1151. doi: 10.3390/antiox14101151
**Supplement:** Supplementary file 1

Original blots presented in Figure S2

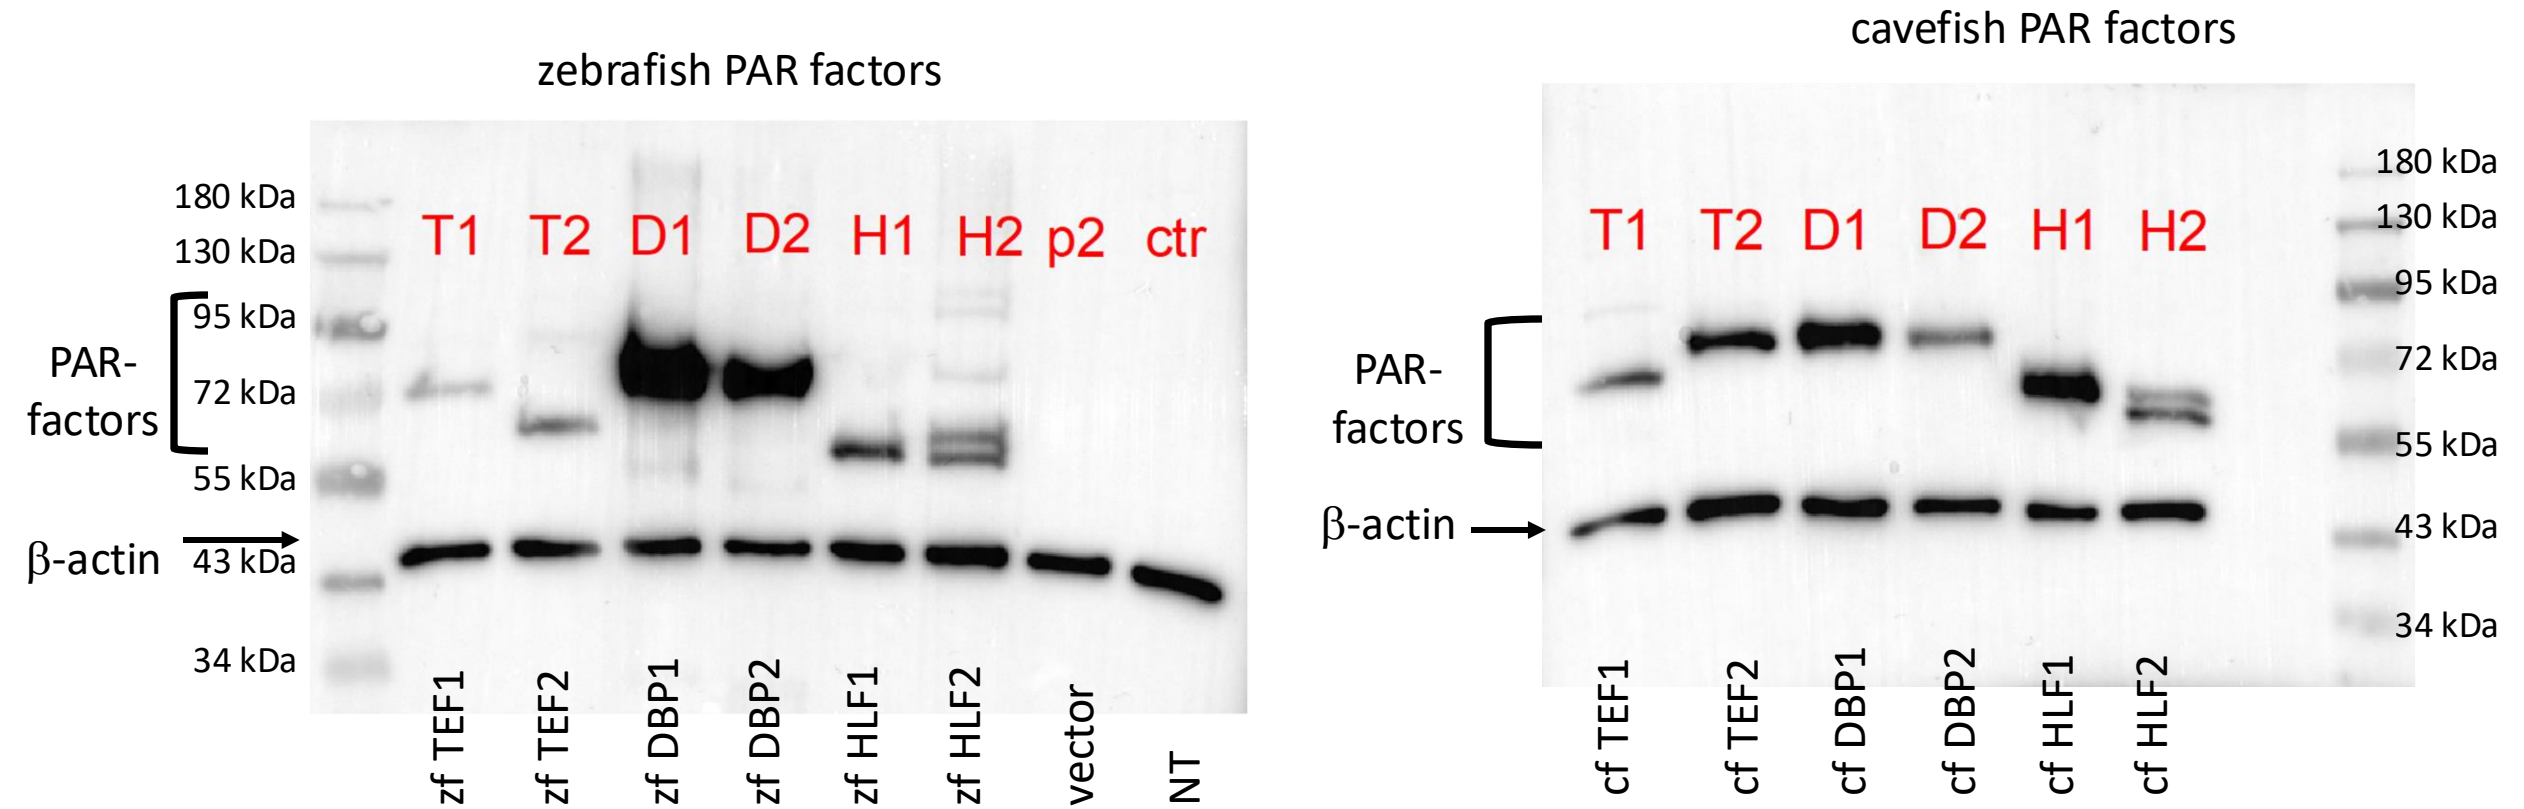

PAC-2 cells in 6-well plates were transfected with 1 μ g of the zebrafish and cavefish PAR-bZip expression vectors and kept in darkness for 48 hours before lysis with Passive Lysis Buffer (Promega). Samples were run on 10% polyacrylamide-SDS gels together with the Color Prestained Protein Standard, Broad Range (10-250 kDa, New England BioLabs) and blotted onto Immobilon®-P PVDF membrane (Merck Millipore). Mouse anti-Myc tag antibody (1:1000, Sigma) and goat anti-mouse polyclonal antibody (1:7500, Sigma) were used to detect protein expression. B-actin was also detected as loading control. The identity of the samples is indicated below with NT (ctr) representing a non transfected protein extract and vector (p2) representing extract from cell transfected with the vector alone.

# Supplementary material for: Light-Induced Transcription in Zebrafish Targets Mitochondrial Function and Heme Metabolism
**Source:** Antioxidants (Basel). 2025 Sep 23;14(10):1151. doi: 10.3390/antiox14101151
**Supplement:** Supplementary file 1

Supplementary Tables and Figures

Table S1

RT-qPCR amplification Primers		
gene	direction	primer sequence 5'-3'
zf hebp2	fw	CGCACCTACCAAGCAACAA
zf hebp2	rv	TCGTCATCTCCACCTTACTCTT
zf soul5	fw	GCCACTATGATGCTGCCAAG
zf soul5	rv	ATACACTGACGACTGCCACAT
zf abcb6a	fw	AAGACTTGAAGGTGACGCTG
zf abcb6a	rv	CCATAGCGGCTGTACCAAAT
zf 6-4phr	fw	AATGGCAAGACTCCCATGAC
zf 6-4phr	rv	GTGGCCCTAAGGATGACGTA
zf blvra	fw	CGTGGCTGGTGGTTCTGTT
zf blvra	rv	AGGCTTGTGCTGTTGAGTCA
zf slc23a2	fw	TTGATGGAGTCTTTGGCACT
zf slc23a2	rv	GATCATGCCGAATAGTGTGC
zf sdha	fw	TCAAGGATCGTGTGGATGAG
zf sdha	rv	ATAGGAACGGATTGCAGGAG
zf prdx1	fw	GTCGCTCCATTGATGAAACC
zf prdx1	rv	AGTGTCTTTTCCAGGCTTCC
zf per1b	fw	ATGTGCAGGCTGTAGATCCC
zf per1b	rv	CCGTCAGTTTCGCTTTTCTC
zf actin	fw	GATGAGGAAATCGCTGCCCT
zf actin	rv	GTCCTTCTGTCCCATGCCAA
zf c-myc	fw	GGCTAGCAACAATCACAGCA
zf c-myc	rv	ATGCACTCTGTGCCTTCTT
cf abcb6a	fw	GAGAGAAGCAGAGAGTTGCCA
cf abcb6a	rv	CAAGAATCACATCGGCTCC
cf actin	fw	GATGAGGAAATCGCTGCCCT
cf actin	rv	GTCCTTCTGTCCCATGCCAA
cf hebp2	fw	CCGCACTTACCACACAACAA
cf hebp2	rv	CTTTCACAAGTGGGTCCAGC
RACE PCR Primers		
gene	direction	primer sequence 5'-3'
cf HLF-1	5' RACE	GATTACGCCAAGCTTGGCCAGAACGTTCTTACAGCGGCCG
cf HLF-1	3' RACE	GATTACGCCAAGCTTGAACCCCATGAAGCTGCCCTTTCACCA

cf HLF-1	5' RACE nested	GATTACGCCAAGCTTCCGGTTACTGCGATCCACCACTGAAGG
cf Nfil3-1b	5' RACE	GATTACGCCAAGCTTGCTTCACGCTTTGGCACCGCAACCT
cf Nfil3-1b	3' RACE	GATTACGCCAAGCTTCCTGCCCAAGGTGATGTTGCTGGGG
cf Nfil3-1b	5' RACE nested	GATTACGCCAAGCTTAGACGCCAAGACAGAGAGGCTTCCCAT
cf Nfil3-1b	3' RACE nested	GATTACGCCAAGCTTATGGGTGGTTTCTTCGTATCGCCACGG
cf TEF-2	5' RACE	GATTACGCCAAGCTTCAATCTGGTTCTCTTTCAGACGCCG
cf TEF-2	3' RACE	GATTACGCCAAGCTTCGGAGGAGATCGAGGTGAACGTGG
cf TEF-2	3' RACE nested	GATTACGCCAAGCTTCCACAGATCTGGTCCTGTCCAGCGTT
cf HLF-1	fw	CGGCGGCTGAAAAGAAAACC
cf HLF-1	rv	GTGTCGCGCCTCGTATTTG
**Primers for PAR and Nfil3 factors**	**insertion in pGEM-T Easy**	
**gene**	**direction**	**primer sequence 5'-3'**
cf HLF-1	fw	GCGATGGAGAAGATGGAGAAGA
cf HLF-1	rv	GTTGGGGGCTCACAGAGGG
cf TEF-2	fw	GATAATATCGCGCTAATGATGCCC
cf TEF-2	rv	GAAGCGTGTCCCTCACAGTGAG
cf Nfil3-1b	fw	TGAAAATGGAGTCTGCTTTC
cf Nfil3-1b	rv	TCAATCTGACAAGTACACTGG
cf Nfil3-2a	fw	AGGAGCAATGGAAAGTTTGAGC
cf Nfil3-2a	rv	GGTTTCTTGGCGTTGTTGCT
cf Nfil3-2a	fw	AGCACAATTTTGAGTCAGGT
cf Nfil3-2a	rv	TTGTTTAGTCATGTCTCTTTTACA
cf Nfil3-2b	fw	TCTTTGGAGGAAAAAGCAGAAGC
cf Nfil3-2b	rv	ACCTGCTCCATGTCCTCAAC
cf Nfil3-2b	fw	ACCCCAAAGAAGCGTCATCC
cf Nfil3-2b	rv	TCAATAGGATGGAAAGGTGACA
cf Nfil3-3a	fw	CACACACTAACTCAAAGCATGAAGG
cf Nfil3-3a	rv	GTGGGACAGATGATTTCAAGTTCAC
**PAR and Nfil3 factors insertion in pCS2-MTK**		
**gene**	**direction**	**primer sequence 5'-3'**
cf DBP-1	fw	CCTCCAAGCCAATTTCTCAG
cf DBP-1	rv	CCTCAAAGATCTCCGTGGCGG
cf DBP-2	fw	CGCGAATTCAGTAGTGATTTGTTGGCCAGG
cf HLF-2	fw	TAACGAATTCTTGTCTAGACAGCTC
cf TEF-1	fw	GGGAATTCGATTCTCGGACAACTTGGAC
cf TEF-2	fw	CTAGTGAATTCATCGCGCTATTGATGCCC

cf Nfil3-1a	fw	CGCGAATTCAGTGTGATTTGCAAGCCA
cf Nfil3-1b	fw	GAATTCGATTTGAACTCGAGTCGCTTTC
cf Nfil3-1b	rv	GCGAATTCTCGAGTGATTTCAATCTGACAA
cf Nfil3-2a	fw	GAATTCGATTAGGCCTCATTGGAAAGTTTG
cf Nfil3-2b	fw	CTTAAAAGGCCTATTTGGAAAGCCTAA
cf Nfil3-3a	fw	CACACACTAACTCGAGGCTTGAAGGACC
cf Nfil3-3a	rv	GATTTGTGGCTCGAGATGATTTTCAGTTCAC
cf Nfil3-3b	fw	CGCGGGAATTCGATTTGTCTTTCACCA
**Sequence Primers**		
Sp6		TATTTAGGTGACACTATA
T7		TAATACGACTCACTATAGGG
**Promoter insertion primers**		
**Promoter**	**Direction**	**Primer 5'-3'**
zf abcb6a	fw	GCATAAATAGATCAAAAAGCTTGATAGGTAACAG
zf abcb6a	rv	GTCACCTTCAAGCTTTTCGAGTGC
zf hebp2	fw	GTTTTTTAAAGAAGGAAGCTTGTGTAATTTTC
zf hebp2	rv	CTGTTGACAAGCTTAAAGCAGAAAGC
zf soul5	fw	CAGTCTGTAGTCAAAAGCTTGTGAATG
zf soul5	rv	GAATTTTGTAAGCTTCAGGCTGAGCA
zf hebp2	fw	TCGTCACAACCAATCGGTACCTTC
zf hebp2	rv	CGCTGTAAATAACGCTAGCGCTTAAG
zf soul5	fw	AAGCAGGTACC GTGATTTTTTTCTTTTGTTAC
zf soul5	rv	GCTTAGCTAGC AAGAGAGAGGAAACGTGTG
**Hebp2-Luc promoter mutations**		
**Promoter**	**Direction**	**Primer 5'-3'**
zf hebp2 D-box 1 mut	fw	TCGCATGAAAACACGGAAGTAGTCCTGTC
zf hebp2 D-box 1 mut	rv	CGTCGCTCCCATGCGAAGGCTCCG
zf hebp2 D-box 2 mut	fw	CTCCGCGTAGAGTTATTTAACAGCG
zf hebp2 D-box 2 mut 2	fw	CTCCGCGTAGAGCGAGTACTCAG
zf hebp2 D-box 2 mut	rv	CTCGCGCTGACAGGACTACTTCCG
zf hebp2 D-box 3 mut	fw	TACTCAGCGAACTGTATATTCTC
zf hebp2 D-box 3 mut 2	fw	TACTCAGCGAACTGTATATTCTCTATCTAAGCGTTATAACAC
zf hebp2 D-box 3 mut	rv	CTCGCTCTACGCTTAAGTAACGC
zf hebp2 D-box 3 mut 2	rv	CTCGCTCTACGCGAGCTCGCGC

Table S2

Accession numbers RNAseq	gene	species			BankIt2824219 submission – cavefish PAR-bZip and Nfil3 factors	
ENSDARG000000011583	cry1a	zebrafish			Sequence	GenBank number
ENSDARG000000016721	sdha	zebrafish			cf TEF-1	PP750800
ENSDARG000000017365	slc23a2	zebrafish			cf TEF-2	PP750801
ENSDARG000000019498	6-4 phr	zebrafish			cf DBP-1	PP750802
ENSDARG000000034503	per2	zebrafish			cf DBP-1	PP750803
ENSDARG000000042630	hebp2	zebrafish			cf DBP-2	PP750804
ENSDARG000000058734	prdx1	zebrafish			cf HLF-2	PP750805
ENSDARG000000059857	blvra	zebrafish			cf Nfil3-1a	PP750806
ENSDARG000000063297	abcb6a	zebrafish			cf Nfil3-2a	PP750807
ENSDARG000000075015	soul5	zebrafish			cf Nfil3-2a_mut	PP750808
					cf Nfil3-3a	PP750809
**Trinity transcripts (de novo analysis)**	**gene**	**species**			cf Nfil3-1b	PP750810
TRINITY_DN112_c16_g1	abcb6a	zebrafish			cf Nfil3-2b	PP750811
TRINITY_DN2072_c1_g1	soul5	zebrafish			cf Nfil3-3b	PP750812
TRINITY_DN5811_c0_g1	per2	zebrafish				
TRINITY_DN717_c3_g1	hebp2	zebrafish				
TRINITY_DN14099_c0_g1	hebp2	cavefish				
TRINITY_DN32848_c0_g1	per2	cavefish				
TRINITY_DN47926_c0_g1	abcb6a	cavefish				

Figure S1

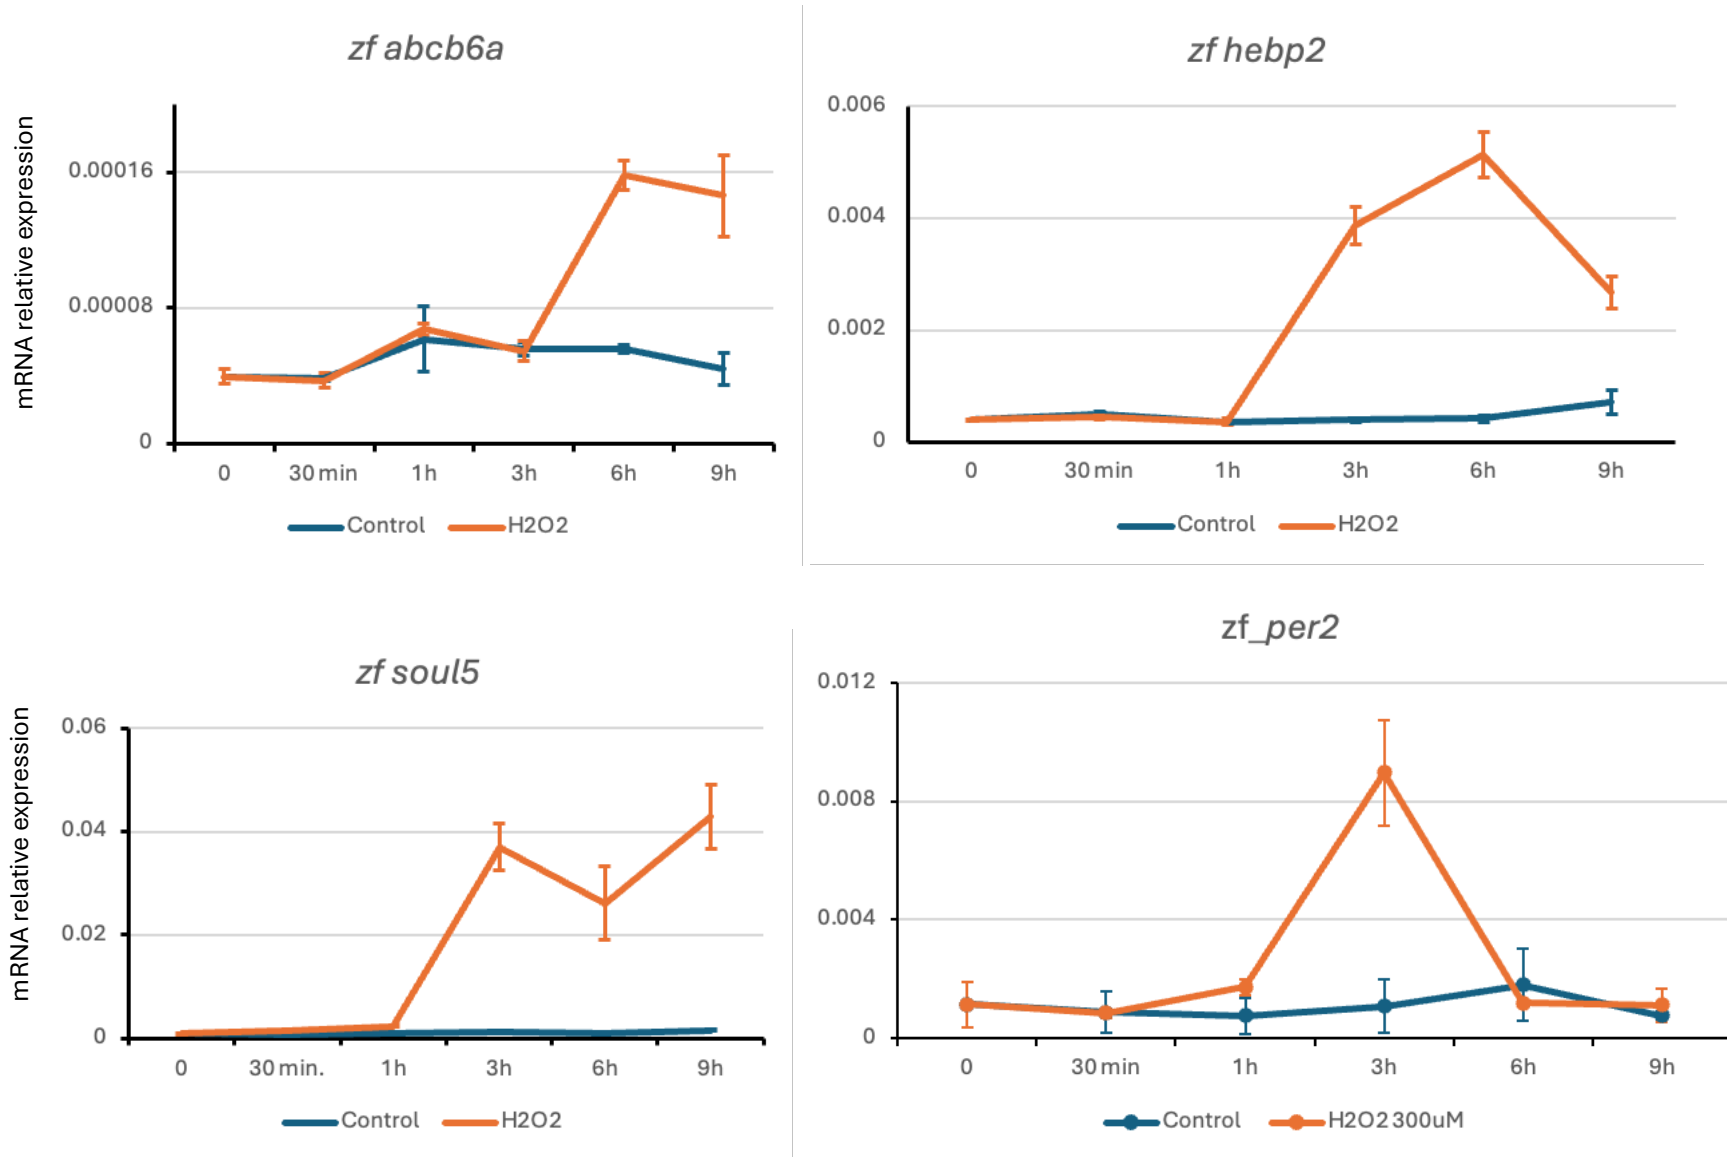

Figure S1. mRNA expression in PAC2 cells treated with H₂O₂. Representative graphics (from 1 biological replicate) of RT-qPCR results for the expression of *abcb6a*, *hebp2*, *soul5* and *per2* in PAC2 cells treated in darkness with 300 μ M of H₂O₂ (red traces) or with PBS (control, dark blue traces) as described in Figure 4B. In the X-axis are reported the hours of treatment and on the Y-axis the mRNA relative expression. Data were analysed according to the $2^{-\Delta\Delta CT}$ method and expression of β -actin was used for normalization. Standard deviation from n=3 replicates is reported. Note that the changes in mRNA expression in the control samples showed no significant changes during the 9 hours of incubation in constant darkness.

Figure S2

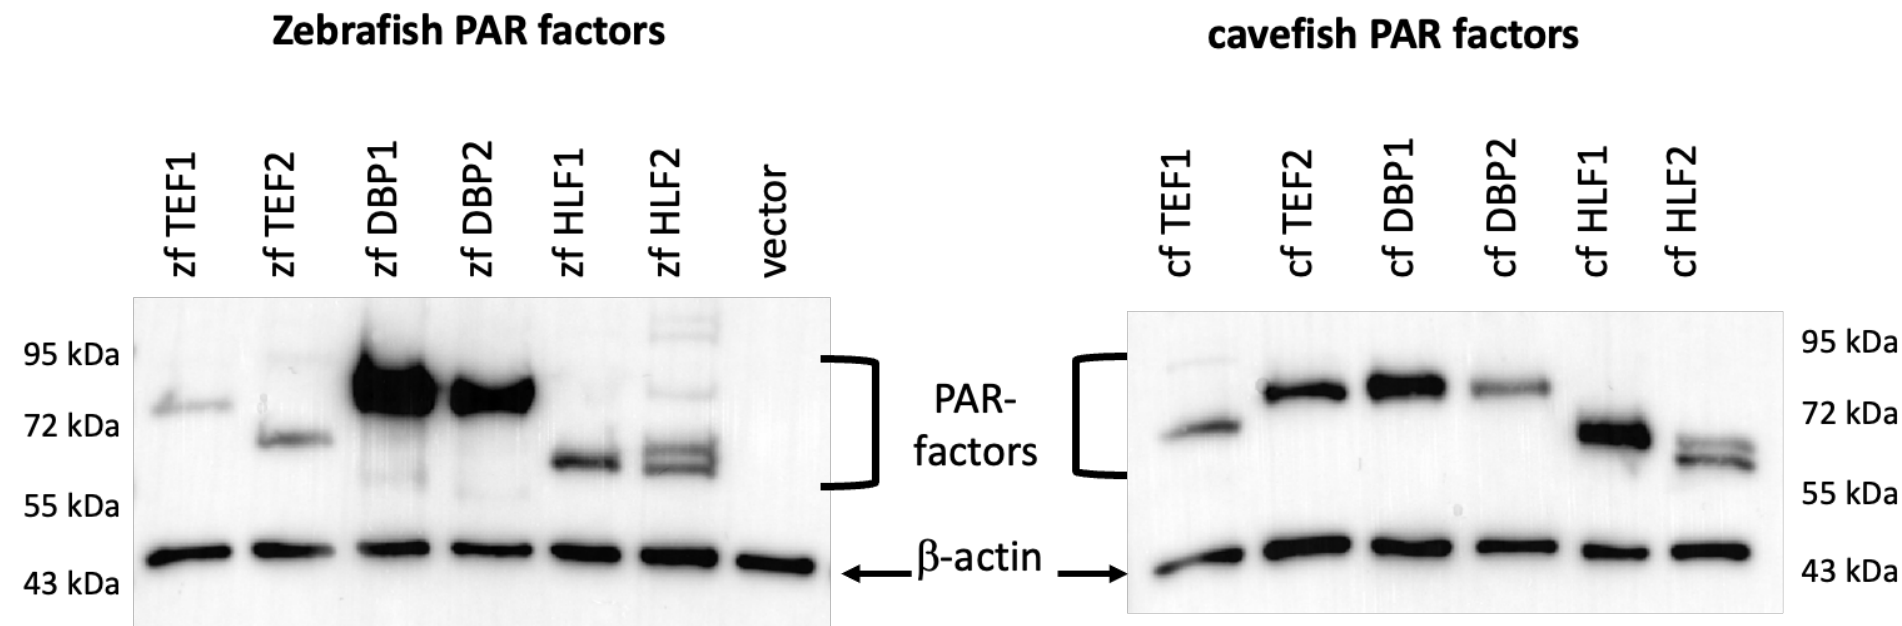

Figure S2. Western blot of overexpression of zebrafish and cavefish PAR-bZip factors. PAC2 cells were transiently transfected with 1 μ g of the expression vectors, which contain a 5x MYC tag at the N-terminal of the proteins. B-actin was also detected as loading control. The identity of the samples is indicated above with vector representing extract from cell transfected with the vector alone. Samples were run on 10% polyacrylamide-SDS gels together with the Color Prestained Protein Standard, Broad Range (10-250 kDa, New England BioLabs). For original western blot image see Supplementary Dataset_2

How the deposited data were processed for this re-analysis (not part of the article)

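PAC-2 zebrafish fibroblasts and EPA cells of the cavefish *P. andruzzii* were kept in darkness and then exposed to blue light for 0 h (DD control), 1 h, 3 h or 6 h. For each cell line and time, 3 RNA-seq libraries were made, 24 libraries in all. No dark libraries were made after 0 h, so that hours of light and elapsed time cannot be told apart in any comparison. The sources used here do not say whether the 3 libraries of a time came from separately grown cultures.

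The zebrafish reads were mapped by the authors' sequencing provider to the genome build GRCz11 and counted per gene, and the deposited values are raw counts in whole numbers. The aligner, the counting program, the annotation release and the strand setting are not given in the sources used here. The authors also give FPKM values for the same genes, which equal the count divided by the gene length with a factor for each library. These factors correspond to totals between 0.9401 and 1.062 times the total of the count table. The FPKM values were used here only for a TPM filter and for alternative folds of the RT-qPCR genes. For both cell lines, the authors assembled the reads without a genome with Trinity, removed transcripts by a TPM cutoff of 5, and named Trinity genes by their best match in UniProt. The deposited values are expected counts per Trinity gene from salmon, which are not whole numbers and were rounded here before the tests. The salmon version, the quantity to which the TPM cutoff was applied and the libraries that entered each assembly are not given in the sources used here. Some Trinity genes carry names of more than 1 protein, of which the first was used. All names are those of the best match, often in another species.

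The genome table of PAC-2 cells holds 35886 genes, the assembled table of PAC-2 cells 24467 Trinity genes, of which 9566 have a UniProt name, and that of EPA cells 25656, of which 11069 have a name. The total counts per library range from 20037859 to 32521127 in the genome table, from 25642113 to 41784013 in the assembled PAC-2 table and from 28222058 to 40053884 in the EPA table. The median biological coefficient of variation per gene estimated by edgeR is 0.1017, 0.1271 and 0.1322 in these tables.

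The 12 libraries of each table were fitted together with edgeR 4.0.16 in R 4.3.3 (TMM factors, filterByExpr by time, robust glmQLFit, glmQLFTest), and each light exposure was compared with 0 h. The fit leaves 8 residual degrees of freedom. A gene was called at an absolute log2 fold change of at least 1 and a Benjamini-Hochberg adjusted p under 0.001, the thresholds of the paper. After the filter, 18017 genes of the genome table, 23412 Trinity genes of PAC-2 and 23118 of EPA cells were tested. Normalized counts are TMM-normalized counts at the mean library size, given as mean ± SD. The responses of the cell lines were compared after 6 h by an interaction test in edgeR, at a difference of at least 1 on the log2 scale and an adjusted p under 0.05, over the 6237 protein names in both assembled tables, with the counts of Trinity genes of a name summed. Each library's normalization came from its own table.

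In all, 35 gene lists were fixed and 32 of them tested in the genome table at 6 h with camera (limma 3.58.1) at a preset correlation of 0.01 between genes, with Benjamini-Hochberg adjustment over the lists, and again with an estimated correlation. Some of these lists share genes with those that the paper reports as upregulated in these libraries, so that their shifts are not independent evidence. The list of the paper's mitochondria and heme-related genes, which the study chose from these libraries, got no such test, and the copy used here holds 62 of its 63 genes. GO terms were tested in the assembled tables with the annotation that the authors give per Trinity gene. Most of the terms were taken from what the paper reports for these libraries. For 32 terms, annotated directly, the share of upregulated genes was compared with all tested Trinity genes that have an annotation by a one-sided Fisher's exact test, with Benjamini-Hochberg adjustment over the terms of a table. Overlaps of calls at 3 h and 6 h were set beside 10 simulated runs of unchanged groups against the same 0 h libraries.

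The comparisons, tests, gene lists, GO terms, the alternatives and the rule for the genes named were chosen before the data were examined, except for the alternatives and tests that the closing section describes as chosen later. The rule names every gene that the paper names, members of the lists or terms as examples, and, in each table, the 10 largest increases and 5 largest decreases at 6 h and the 5 largest of each at 1 h and 3 h, among called genes in which every light-exposed library lay beyond every 0 h library. In the assembled tables, it names genes with a UniProt name only. The values of the genes in Supplementary Dataset S1 were seen before the rule was written, and list or term members given as examples were chosen after their values were seen.

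The alternatives were DESeq2 1.42.0, RLE factors, library totals alone, no filter on low counts, a mean of at least 50 counts, the paper's TPM cutoff, an adjusted p under 0.05, no minimum fold, a test against a fold of 1.2 (glmTreat), fits of only the times compared, the replicate number as a block, libraries thinned to the lowest total, sums or restrictions by UniProt name, and leaving out each library in turn. The fits were also tested on counts simulated from these tables, in which 200 genes were changed. In the genome table, edgeR recovered 92% of the genes changed by 1.5 on the log2 scale and 97% of those changed by 3. In the assembled tables, these shares were 58% and 79% for PAC-2 and 55% and 78% for EPA cells, with 0 false calls by edgeR in any table. DESeq2 recovered 94% and 100%, 88% and 90%, and 85% and 94%, with 2, 18 and 25 false calls at 6 h and 0, 12 and 31 calls at an unchanged 1 h.

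The search for D-box motifs in promoters was not run, because it needs a genome sequence that was not used here. Experiments of the paper without RNA-seq (RT-qPCR, reporter and larval assays) were not analysed here.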

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

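The tests of library size, of the spread between replicates and of a weaker response in EPA cells, and the removal of trends with gene length and with gene span, were chosen after the results they address had been seen.

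Zebrafish and cavefish cells differed in which genes rose in blue light. A test of the difference between the cell lines at 6 h called 59 protein names with the higher fold change in PAC-2 and 26 with the higher one in EPA. Of the 26, 7 were upregulated in EPA, and 16 fell in PAC-2 by more than they changed in EPA. Without PAC-2 0 h replicate 1, 80 names had the higher fold change in PAC-2. Among the names upregulated in PAC-2, the largest differences on the log2 scale were 3.61 for HEBP2, the heme-binding protein, 3.53 for the clock repressor PER2, 3.47 for LONF1, 2.57 for XPC of nucleotide-excision repair and 2.53 for the porphyrin-binding TSPO. In PAC-2, HEBP2 sums 4 Trinity genes, those of *soul5* and *hebp2* included, and *hebp2* alone had a log2 fold change of 2.09 (5.38 in the genome table of the same libraries), against 0.31 in EPA. Among the names upregulated in EPA, the difference was −2.04 for GSH1, the catalytic subunit of glutamate-cysteine ligase. It was −1.46 for the angiopoietin-like ANGL4 (0.32 in PAC-2 and 1.79 in EPA), −1.40 for the proline enzyme P5CR2 (−0.28 and 1.13), −1.38 for the sulfiredoxin SRXN1 (−0.23 and 1.15) and −1.33 for METK2 (0.48 and 1.81). Other large differences came from names upregulated in neither cell line, such as PER1 (−1.93) and CDN1A (−1.57), which fell in PAC-2, and ANKS3 (3.14, standard error 0.97), UBIQ (−1.96, standard error 0.72) and MCM6 (−1.66, standard error 0.57). That of TFPI1 has no determined size, since its counts in PAC-2 at 6 h were 0.

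The number of genes changed at any time was smaller in EPA than in PAC-2 cells. The library totals argue against a difference in library size as the cause, since the EPA libraries were not smaller (median 32579594, against 31853151 in PAC-2). With all libraries thinned to the lowest total, the PAC-2 number was 3.9 times the EPA number. That total was of a PAC-2 library, so that thinning adds little. For the protein names found in both tables, the values also argue against noise. With each cell line fitted alone, the median standard error at 6 h was 0.8 times as large in EPA as in PAC-2 (0.050 and 0.063, quartiles of the ratio per name 0.62 and 1.03), and 24 names were upregulated in EPA and 86 in PAC-2. Over all Trinity genes, noise stays open, since the values do not point the same way. The common biological coefficient of variation was 1.34 times as large in EPA (0.449 and 0.335), while its median over genes was close in both (0.132 and 0.127), the median standard error at 6 h was lower in EPA (0.119 and 0.127), and edgeR recovered 55% of simulated genes changed by 1.5 on the log2 scale in EPA and 58% in PAC-2. By names chosen within 1 cell line, a weaker response of EPA cells was neither supported nor excluded. The 79 names upregulated in PAC-2 had a median log2 fold change of 0.228 in EPA, but they were chosen for their response in PAC-2. The 24 names upregulated in EPA were likewise chosen there, and had the higher median there (1.32, against 0.71 in PAC-2). The differences called over all matched names were not chosen in this way. Of the 59 with the higher fold change in PAC-2, 1 had the larger change in EPA. Of the 26 with the higher one in EPA, 16 had the larger change in PAC-2. Most called differences thus had the larger change in PAC-2 cells, which covers matched names only. Of the 79, 49 had a called difference with the higher fold change in PAC-2, and 3, CHAC1, DDT4L and GSH1, had the larger fold in EPA. Differences between the species' transcriptome assemblies, and any difference between the cultures, were not tested and stay open.

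Within PAC-2 cells, the counts of some genes differed between 3 h and 6 h of light. A test of 6 h against 3 h in the genome table called 270 genes higher at 6 h and 18 lower. Among the former were *blvra*, which encodes biliverdin reductase (log2 fold change 1.26 between the times), *crtac1a* (1.02) and the receptor *lrp2a* (1.78). *soul5* (0.89) and the transporter *abcc4* (0.82) also rose between the times but stayed under the fold threshold. These genes were named after their values were seen. Only 38 of the 270 were among the genes upregulated at 6 h against 0 h. As a set, the 270 genes had median log2 fold changes against 0 h of −0.017 at 1 h, −0.656 at 3 h and 0.59 at 6 h, and they span a median of 35412.5 bases of the genome, against 15532 for the other genes tested. Across genes, which are not independent replicates, the fold change between 3 h and 6 h rose with the span (Spearman's rho 0.340). In the assembled PAC-2 table, 28 Trinity genes were higher at 6 h than at 3 h. The 72 Trinity genes with the names of the 270 genes had a median of 0.979, and 5 of them were called.

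With each library's trend with gene length removed, the median log2 fold change of the 270 genes between 3 h and 6 h was 1.207 (quartiles 1.063 and 1.414), against 1.196 before (1.076 and 1.385), which counts against a length trend as the whole cause; the fold was looked at after the number of calls. Then 218 of the 270 still passed the thresholds. The other 52 lay close to the fold threshold, with a median that went from 1.042 (quartiles 1.021 and 1.084) to 0.919 (0.886 and 0.962), and in 45 of them the fold fell under 1. With the trend with gene span removed, the median was 1.099 (quartiles 0.935 and 1.322), and 193 genes passed in all, 163 of them from the set. Of the 107 calls that ended, 94 did because the fold fell under 1, with a median over the 107 that went from 1.078 (quartiles 1.033 and 1.176) to 0.910 (0.840 and 0.954). A span trend therefore stays open as a cause of part of the set, and it cannot be told apart from a response of long genes. A fall at 3 h followed by a return was also left open: the median of −0.656 at 3 h decides nothing, because the genes were chosen for a lower value at 3 h than at 6 h, and the median of 0.59 at 6 h lies above the level of a return. The light exposure itself and the elapsed time, which both differ between the times, stay among the open explanations.

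Genes of cell division, a group the paper does not discuss, fell. Of 35 cell cycle genes tested in PAC-2 cells, 29 were lower at 6 h at an adjusted p under 0.05 from edgeR when adjusted over the list alone, and 3 were higher. The list was shifted downward (camera on the edgeR fit, adjusted p = 1.96e-31, and adjusted p = 0.016 with an estimated correlation). *cdc20* (log2 fold change −1.05, 5312 ± 191 to 2556 ± 47.7 normalized counts) and *ube2c* (−1.04), activators of mitotic exit, passed the fold threshold, and *ccnb1* (−0.99) and *aurka* (−0.97) came close to it. With library totals only, the calls of *cdc20* (−0.998) and *ube2c* (−0.99) ended, and that of *ube2c* also ended with the trend with gene length removed (−0.993). A second gene with the symbol *ube2c*, beside the first, had a log2 fold change of 0.02 (adjusted p = 0.88 from edgeR). The list's 3 higher genes were *rrm1* (0.28) and both genes named *rrm2* (0.49 and 0.58), which encode ribonucleotide reductase. No explanation was tested, and elapsed time cannot be told apart from light here.

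Some of the changes in blue light came from loci without an annotated gene, which the paper does not discuss. Of 3390 such loci tested in the genome table, 46 were upregulated at 6 h and 1 was downregulated. Their identity is not known from the sources used here, and reads of neighbouring genes were not excluded.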

How the results depend on the processing

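The removal of trends with gene length and gene span, the GO test on calls from DESeq2, and the overlap between cell lines at an adjusted p under 0.05 were chosen after seeing the data; the other alternatives were set before. The search for D-box motifs was not run.

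The named genes kept their direction under the alternatives. This says little, since many were chosen from called genes whose light-exposed libraries all lay beyond the 0 h libraries. Of 186 results for named genes, 113 kept their call under every alternative. Of their 4534 values under the alternatives, 4325 stayed on the same side of the threshold, 189 fell below it, 20 rose above it and 0 changed sign past it. For 25 counts and shares, 182 of 255 values under the alternatives stayed within 1.5 times the value reported. The number of mitochondria and heme-related genes upregulated at 6 h, 60 of 62, was 53 to 60 with 1 library left out. Of 81 folds of the RT-qPCR genes computed from raw counts or FPKM, 45 moved by more than the spread between replicates.

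The threshold set most of the counts. At an adjusted p under 0.05, the genome table of PAC-2 cells had 281 DEGs at 3 h (132 reported), 417 upregulated (264) and 61 downregulated (13) at 6 h and 595 at any time (294). The assembled PAC-2 table had 11 at 1 h (4), 279 at 3 h (137), 415 upregulated (255) and 61 downregulated (14) at 6 h and 576 at any time (287). The EPA table had 11 at 1 h (7), 39 at 3 h (21), 112 upregulated (69) and 27 downregulated (0) at 6 h and 148 at any time (70). With no minimum fold, the genome table had 11 at 1 h (4), 727 at 3 h, 1028 upregulated and 851 downregulated at 6 h and 2079 at any time. The assembled PAC-2 table then had 397 at 3 h, 651 upregulated and 322 downregulated at 6 h and 1050 at any time, and in the EPA table there were 32 at 1 h, 95 at 3 h, 232 upregulated and 13 downregulated at 6 h and 248 at any time.

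DESeq2 called more Trinity genes, namely 94 at 1 h, 308 at 3 h, 407 upregulated and 67 downregulated at 6 h and 606 at any time in PAC-2, and 127 at 1 h, 163 at 3 h, 157 upregulated and 81 downregulated at 6 h and 343 at any time in EPA cells. The share upregulated at both 3 h and 6 h in EPA cells was then 44.0% (28.6% reported). In the genome table, DESeq2 moved the numbers at 1 h, at 3 h, upregulated and downregulated at 6 h and at any time by no more than 1.5 times, but the number downregulated at any time was 42 (18 reported), 44 without 0 h replicate 3 and 29 with no filter.

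With only the times compared in a fit, which has fewer libraries, the genome table had 2 DEGs at 1 h. The assembled PAC-2 table had 0 at 1 h, 25 at 3 h, 98 upregulated and 5 downregulated at 6 h and 104 at any time, and in the EPA table there were 3 at 1 h, 11 at 3 h, 8 upregulated at 6 h and 12 at any time. The shares upregulated at both times were 24.2% in PAC-2 (44.4% reported) and 58.3% in EPA cells.

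Fewer Trinity genes could be tested when only those with a UniProt name were kept. This left 2 DEGs at 1 h, 78 at 3 h, 154 upregulated and 8 downregulated at 6 h and 169 at any time in PAC-2, and 13 at 3 h, 44 upregulated at 6 h and 44 at any time in EPA cells. With counts summed per UniProt name, there were 1 at 1 h, 57 at 3 h, 123 upregulated and 6 downregulated at 6 h and 131 at any time in PAC-2, and 13 at 3 h, 34 upregulated at 6 h and 34 at any time in EPA cells. With a single Trinity gene per name, 9 GO terms passed in PAC-2 cells (15 reported). With Trinity genes of a name kept apart, the median log2 fold change of the mitochondria and heme-related genes in EPA cells was 0.169 (0.198 reported).

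Of the gene lists, 14 passed with camera at the preset correlation, 8 with an estimated correlation and 23 with fry, which does not compare a list with other genes. With TMM factors over both assembled tables together, 17 names had the higher fold change in EPA cells (26 reported); the cause was not tested.

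With 1 library left out, the number downregulated at 6 h was 13 to 21 in the genome table (21 without 0 h replicate 1), 8 to 14 in the assembled PAC-2 table (8 without 0 h replicate 3) and 0 to 3 in the EPA table (3 without 6 h replicate 1). The share upregulated at both times in PAC-2 cells was 39.9% to 51.2%. The cause was not tested.

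No pairing of the samples by replicate number was detected, which does not exclude one. The correlation between libraries of the same number, after removing the group means, ranged from −0.0856 to 0.160. In the genome, assembled PAC-2 and EPA tables, 3, 4 and 2 of 12 libraries correlated best with their own number. With the replicate number as a block, 2 Trinity genes were called at 1 h in PAC-2 cells (4 reported), and the block moved no other count by more than 1.5 times. With the block, the calls of *cry1ba*, *sdhaf2* and *spg7* at 6 h, *ahr1b* at 3 h, HEBP2_HUMAN at 1 h and CPT1A_HUMAN at 3 h in PAC-2 cells, and of AAAT_MOUSE at 1 h and PNPH_BOVIN at 6 h in EPA cells, ended.

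The 6 libraries of a comparison can be split into 3 and 3 in 10 ways, too few for a share under 0.05. Fitted alone, the real split called 2, 121 and 255 genes at 1 h, 3 h and 6 h in the genome table, and the highest of the other splits called 1, 0 and 0. In the assembled PAC-2 table, it called 0, 25 and 103, and in the EPA table 3, 11 and 8, with 0 as the highest of the other splits each time. In 8 of the 9 comparisons 1 split, the real one, gave the largest number, and at 1 h in the assembled PAC-2 table all 10 gave 0.

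The assembled tables recovered fewer of the simulated changes. Of simulated genes changed by 1.5 on the log2 scale, edgeR recovered 58% in PAC-2 and 55% in EPA cells, against 92% in the genome table.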

Differences from the paper's values

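The paper gives the thresholds of its DEGs and names R for their analysis, but no package or test. The numbers below therefore share the thresholds and not necessarily the test. Unless a setting is named, each number of this part is from edgeR, and the settings were set before the data were examined, 23 of them for the genome table and 25 for each assembled table.

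Most of the DEGs were upregulated in both sources, and the downregulated ones differ most. In PAC-2 cells mapped to the genome, 18 genes were downregulated at any time, and the paper's number is 38. DESeq2 (42), no filter on low counts (29) and leaving out 0 h replicate 3 (44) came within 1.5 times the paper's number, and the other 20 settings did not. In Fig. 2B, read by eye, about 7 genes were downregulated at 1 h and about 14 at 3 h, against 0 and 5 here. No setting reached the former, and library totals only (13), no filter (15) and leaving out 1 h replicate 3 (12) reached the latter.

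In the assembled transcripts of PAC-2 cells, 287 Trinity genes were called at any time and 268 of them were upregulated. The paper's numbers are 607 and 469. DESeq2 (606 and 445) and an adjusted p under 0.05 (576 and 446) came within 1.5 times both, and the other settings did not. In EPA cells, 70 were called, all of them upregulated, and the paper's numbers are 278 and 183. DESeq2 (343 and 184) and no minimum fold (248 and 234) came within 1.5 times both. Of the genes upregulated in EPA cells, 28.6% were upregulated at both 3 h and 6 h, the paper's share is 16%, and none of the 25 settings came within 1.5 times it.

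Read by eye from Fig. 3A, about 29 Trinity genes of PAC-2 cells were upregulated and about 21 downregulated at 1 h, against 4 and 0 here, which no setting reached. At 3 h, Fig. 3A shows about 210 and about 67, against 132 and 5 (229 and 79 with DESeq2, 206 and 73 at an adjusted p under 0.05). At 6 h, Fig. 3A shows about 410 and about 61, against 255 and 14 (407 and 67 with DESeq2, 415 and 61 at an adjusted p under 0.05). For EPA cells, Fig. 3B, read by eye, shows about 36 upregulated and about 26 downregulated Trinity genes at 1 h, against 7 and 0. It shows about 67 and about 26 at 3 h, against 21 and 0, and about 140 and about 49 at 6 h, against 69 and 0. No minimum fold reached the upregulated numbers at 1 h (32) and 3 h (94), DESeq2 (157) and an adjusted p under 0.05 (112) that at 6 h, and no setting reached the downregulated numbers. Beside the edgeR numbers of 0, DESeq2 called 1 gene downregulated at 1 h in the genome table, 35 Trinity genes at 1 h in PAC-2, and 52, 62 and 81 at 1 h, 3 h and 6 h in EPA cells. At an unadjusted p under 0.05 the numbers were 475, 533, 818, 988 and 2059 in the same order.

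Of the 62 mitochondria and heme-related genes held here, which the paper lists as upregulated, 60 were called. *RAP1GDS1* had a log2 fold change of 1.06 (standard error 0.28, adjusted p = 0.014 from edgeR) and was called by DESeq2 and at an adjusted p under 0.05. *pnpo* had a log2 fold change of 1.22 (standard error 0.54, adjusted p = 0.13 from edgeR) and was called under no setting, while its Trinity gene was upregulated in the assembled table (1.70, standard error 0.08, adjusted p = 1.1e-06). For cavefish cells, the paper states that mitochondrial terms are not enriched, and here the term mitochondrion was (12 of 928 Trinity genes, adjusted p = 0.000624 from Fisher's exact test), unlike the heme terms and those of the inner membrane, outer membrane and matrix. Among the terms that the paper gives as enriched in PAC-2 cells, DNA damage response (adjusted p = 0.897 from Fisher's exact test), response to hydrogen peroxide (0 of 31 Trinity genes with either tool) and glutathione biosynthetic process (1 of 6, adjusted p = 0.149) were not enriched here, where direct annotations of the assembled table were tested. Without 0 h replicate 1 and without 6 h replicate 3, glutathione biosynthetic process was enriched (2 of 6, adjusted p = 0.00729 and 0.00612 from Fisher's exact test). No Trinity gene was annotated directly with detoxification. DNA repair, response to oxidative stress and antioxidant activity were enriched. DNA repair and response to oxidative stress lost their enrichment with calls at an adjusted p under 0.05 or from DESeq2. They also lost it with a single Trinity gene per UniProt name. DNA repair lost it as well without any single library except 1 h replicate 3.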

Other observations

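The test of counts of 0 in the EPA table alone was chosen after the result was seen, and the other tests before.

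Part of the glutathione list rose in EPA cells. Of 17 Trinity genes of glutathione metabolism and Nrf2 targets, 5 were upregulated at 6 h with edgeR (7 with DESeq2), with a median log2 fold change of 0.896 for the list. They were GSH1_HUMAN, GSH0_RAT (1.64), SRXN1_HUMAN (1.15), GSTP1_BOVIN (1.12) and GSHR_RAT (1.03), of which GSHR_RAT lost its call without 6 h replicate 1 (0.985). The calls of SRXN1_HUMAN, GSTP1_BOVIN and GSHR_RAT also ended when 6 h and 0 h were fitted alone. Of 32 Trinity genes of the unfolded protein and integrated stress response, CHAC1_DANRE and SESN2_MOUSE were upregulated, and the list had a median of 0.228. Of 24 Trinity genes of cholesterol synthesis, 0 were upregulated or downregulated with edgeR as with DESeq2, while 1 was higher and 13 were lower at an unadjusted p under 0.05. The cell cycle list, which fell in PAC-2 cells, had a median of 0.012 over 32 Trinity genes in EPA cells, with 0 called by edgeR or DESeq2 and 5 higher and 5 lower at an unadjusted p under 0.05. Whether the list's response differed between the cell lines was not tested.

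In PAC-2 cells, several stress programmes moved little or in both directions at 6 h. Of 19 p53 targets, *rrm2b*, a subunit of ribonucleotide reductase (log2 fold change 2.05), and *bbc3* (1.24) were upregulated and *cdkn1a* (−1.29) was downregulated, and the list was not shifted (camera on the edgeR fit, adjusted p = 0.98). Of 24 genes of glycolysis and hypoxia, *pfkfb3* was upregulated (1.32, camera adjusted p = 0.202). Of 26 immediate early genes, 0 were called by edgeR or DESeq2, 6 were higher and 11 lower at an unadjusted p under 0.05, and 5 were higher and 11 lower when adjusted over the list alone (camera, adjusted p = 0.094). Likewise, 0 genes were called by either tool of 17 heat shock genes (3 higher and 5 lower at an unadjusted p under 0.05, camera adjusted p = 0.862), of 24 genes of cholesterol synthesis (9 and 10, camera adjusted p = 0.859) and of 18 genes of inflammation and interferon (3 and 2, camera adjusted p = 0.883). The 24 genes of the unfolded protein and integrated stress response, with 0 called by either tool and 11 higher and 4 lower at an unadjusted p under 0.05, were shifted upward (camera on the edgeR fit, adjusted p = 0.00191), but not with an estimated correlation (adjusted p = 0.196). At 3 h, the cell cycle list had a downward shift (camera, adjusted p = 6.09e-05) that was lost with an estimated correlation (adjusted p = 0.323).

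A pair of upregulated genes lie beside annotated neighbours that were also upregulated. *frs3* lies on chromosome 6 of GRCz11 from 40587551 to 40606273, next to *tspo* (40578219 to 40583253). *nr5a5* lies on chromosome 3 from 53457192 to 53465249, next to *soul5* (53476155 to 53486169). Reads of one gene counted for its neighbour were not excluded, since the strand setting is not given in the sources used here.

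At 6 h, DESeq2 called 206 Trinity genes in PAC-2 and 169 in EPA cells that edgeR did not call. Their median absolute log2 fold change was 1.49 in PAC-2 (1.48 for edgeR's calls) and 19.71 in EPA cells (1.33). Their median biological coefficient of variation was 0.2735 in PAC-2 (0.1114) and 2.19 in EPA cells (0.08658). Counts of 0 in part of the libraries may account for many of the genes called by DESeq2 alone in EPA cells. There, 62.7% of these genes had a count of 0 in at least 1 of the 6 libraries compared, against 0% of the genes that edgeR called. Over both tables the share was 45.6% (171 of 375), between the bounds set in advance. A movement of reads between near-identical Trinity genes cannot be told apart from a change in expression, because only 10 of these genes have a name that is also in the genome table, with a median of 1.222 on the log2 scale.

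The folds that the paper gives from RNA-seq in Supplementary Dataset S1 were compared with folds computed in 3 units. With raw counts, not normalized between libraries, 30 of 30 folds of the genome table, 9 of 9 of the EPA table and 8 of 12 of the assembled PAC-2 table were equal within 0.01. With TMM-normalized counts, 0 were equal, and the paper's folds were 1.11 to 1.25, 0.97 to 1.12 and 1.12 to 1.26 times these in the same order. The paper's log2 fold changes of 62 mitochondria and heme-related genes differed from those of edgeR by a median of 0.00464 and at most 0.038, and from those of DESeq2 by 0.00707 and 0.0109.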
